# T Cell Receptor–Major Histocompatibility Complex Interaction Strength Defines Trafficking and CD103^+^ Memory Status of CD8 T Cells in the Brain

**DOI:** 10.3389/fimmu.2018.01290

**Published:** 2018-06-05

**Authors:** Anna Sanecka, Nagisa Yoshida, Elizabeth Motunrayo Kolawole, Harshil Patel, Brian D. Evavold, Eva-Maria Frickel

**Keywords:** CD8 T cells, *Toxoplasma gondii*, neurological infection and inflammation, T cell receptor–major histocompatibility complex interaction, ROP7

## Abstract

T cell receptor–major histocompatibility complex (TCR–MHC) affinities span a wide range in a polyclonal T cell response, yet it is undefined how affinity shapes long-term properties of CD8 T cells during chronic infection with persistent antigen. Here, we investigate how the affinity of the TCR–MHC interaction shapes the phenotype of memory CD8 T cells in the chronically *Toxoplasma gondii-*infected brain. We employed CD8 T cells from three lines of transnuclear (TN) mice that harbor in their endogenous loci different T cell receptors specific for the same *Toxoplasma* antigenic epitope ROP7. The three TN CD8 T cell clones span a wide range of affinities to MHCI–ROP7. These three CD8 T cell clones have a distinct and fixed hierarchy in terms of effector function in response to the antigen measured as proliferation capacity, trafficking, T cell maintenance, and memory formation. In particular, the T cell clone of lowest affinity does not home to the brain. The two higher affinity T cell clones show differences in establishing resident-like memory populations (CD103^+^) in the brain with the higher affinity clone persisting longer in the host during chronic infection. Transcriptional profiling of naïve and activated ROP7-specific CD8 T cells revealed that *Klf2* encoding a transcription factor that is known to be a negative marker for T cell trafficking is upregulated in the activated lowest affinity ROP7 clone. Our data thus suggest that TCR–MHC affinity dictates memory CD8 T cell fate at the site of infection.

## Introduction

CD8 T cells are a cornerstone of the adaptive immune defense to intracellular pathogens with their capacity to operate as antigen-experienced effector and memory cells. Pathogen-specific CD8 effector T cells rapidly expand and differentiate during the acute infection, followed by a phase of contraction and development of long-lived memory T cells (1, 2). Most of our understanding of T cell responses to chronic infections is derived from models where pathogen control is incomplete and T cell become functionally impaired or exhausted over time (3, 4). We thus lack knowledge of what drives long-lasting control of chronically persistent pathogens.

The interaction of the T cell receptor (TCR) with the pathogen antigenic epitope loaded on the major histocompatibility complex (MHC) is essential in maintaining effective CD8 T cell control of persistent intracellular pathogens. The aβ TCR stochastically assembles and is selected during thymic development, and it is *via* this receptor that the immune system tunes the breath and strength of its response (2, 5). Efforts have been made to elicit the effect of TCR–MHC affinity on the fate of the resulting T cells, however, often this relied on varying the antigenic peptide rather the TCR (2, 6). The simple question of how T cells of different affinity to a given antigen fare during chronic infection remains unresolved.

To model a persistent chronic infection, we deemed a resistant mouse strain infected with the protozoan parasite *Toxoplasma gondii* to be most suitable. *Toxoplasma* is the most common parasitic infection in man, whereby in immunocompetent hosts the acute phase of infection is generally asymptomatic and proceeds to the chronic phase, which is incurable and defined by tissue cyst formation preferably in the brain. The parasite poses a serious health threat to immunocompromised individuals, especially AIDS patients. It is unclear how *Toxoplasma* maintains the intricate balance between survival and host defense. CD8 T cells and their ability to produce IFNγ have been shown to secure the latency of the parasitic infection (7, 8).

Mice harboring the MHCI allele H-2L^d^ (e.g., BALB/c) control *Toxoplasma* infection due to an immunodominant epitope derived from the GRA6 parasite protein (9–11). BALB/c mice exhibit very few tissue brain cysts and the functionality of their CD8 T cells in the *Toxoplasma*-infected brain is defined by their capacity to produce IFNγ and perforin (7, 12, 13). Recently, using the murine BALB/c chronic *Toxoplasma* model, a T cell population (T_int_) in an intermediate state between effector and memory status was discovered, highlighting the value of this model for defining the fate of CD8 T cells during chronic infection with persistent antigen (14).

In addition to classical memory T-cell populations, a distinct memory T-cell population termed resident memory T cells (T_RM_) has recently been documented. T_RM_ cells persist long term within non-lymphoid tissues, are resident in nature, self-renewing, and highly protective against subsequent infections (15, 16). These are and can be identified by CD103 expression (17, 18). Most T_RM_ cells to date have been characterized in mucosal tissue sites, where they are rapidly active against secondary infections (19–21). Much less is known about T_RM_ in the CNS. Viral models have defined CD8 T_RM_ in VSV encephalitis and in inoculation with LCMV (15, 20–22). In a susceptible C57BL/6 model of *Toxoplasma* infection, a transcriptionally defined resident memory CD8 population was recently defined in the brain (23). Again, prerequisites in terms of TCR–MHC affinity for the transition of CD8 T cells to a TRM phenotype are completely unexplored.

Rather than varying the antigenic peptide, we sought to use distinct clonal T cells. To answer how TCR–MHC affinity dictates trafficking and phenotype of memory CD8 T cells in the brain during chronic infection, we employed three distinct clonal CD8 T cells, each expressing a natural TCR recognizing the *Toxoplasma* antigen ROP7 (24, 25). These cells were obtained from transnuclear (TN) mice generated by somatic cell nuclear transfer from a nucleus of a *Toxoplasma* antigen-specific CD8 T cell and have different affinity for MHC class I loaded with the same ROP7 peptide (24, 25).

Here, we report that TCR–MHC affinity dictates the potential of a CD8 T cells to home to the *Toxoplasma*-infected brain. We employed three natural CD8 T cell clones derived from a resolving *Toxoplasma* infection by somatic cell nuclear transfer, defined to possess different affinities for the same *Toxoplasma* antigen ROP7 (24, 25). The two T cell clones with higher affinity, R7-I and R7-III, were found in the brain during chronic infection, while the lowest affinity clone R7-II was not, despite all three clones being activated during the acute phase of infection. As possible causes for this divergent homing, we observed high expression of the negative regulator of T cell activation *Klf2* and its regulated genes in peptide-activated R7-II T cells. In addition, *Ctla4*, a negative regulator of T cell responses, was also upregulated on R7-II T cells. The highest affinity clone, R7-I, persisted longer during the chronic phase of infection than R7-III and was able to generate more CD103^+^ T cells in the brain. Thus, our results indicate that higher affinity of the TCR–MHC interaction is better for trafficking and persisting of the specific CD8 T cells at the site of chronic infection, here brain.

## Materials and Methods

### Mice

Thy1.1 (BALB/c N4; CD90.1^+^) and TN R7-I, -II, and -III mice on a Rag2 proficient BALB/c (Rag2^+/+^CD90.2^+^) background were housed and bred in the animal facility of the Francis Crick Institute (Mill Hill Laboratory, London, UK) (24). All procedures involving mice were approved by the local ethical committee of the Francis Crick Institute Ltd., Mill Hill Laboratory and are part of a project license approved by the Home Office, UK, under the Animals (Scientific Procedures) Act 1986.

### Calcium Flux Assay

For calcium flux measurements, lymphocytes from lymph nodes (LN) of R7-I, -II, or -III mice were isolated and loaded with Indo-1 dye (Life Technologies) at concentration of 2 mg/ml in IMDM media containing 5% FCS for 40 min at 37°C. Subsequently, cells were washed two times with IMDM media and stained with anti-CD8 (53-6.7), anti-CD4 (GK1.5), and anti-CD3 (17A2) antibodies all from BioLegend (San Diego, CA, USA) for 20 min at room temperature. Lymphocytes were then stimulated by addition of ROP7–MHCI dextramer (Immudex) or by addition of Ionomycin (10 ng/ml).

### ERK1/2 Phosphorylation Assay

For the ERK1/2 phosphorylation assay, lymphocytes from LN of R7-I, -II, or -III mice were isolated and stained with anti-CD8 (5H10, Invitrogen) and anti-CD4 (GK1.5, BioLegend) antibodies. Splenocytes loaded with ROP7 peptide were used as stimulators. Lymphocytes were then stimulated by addition of splenocytes and incubated for 0, 1, 2, 4, 8, and 12 min at 37°C. At the indicated time points, cells were fixed with paraformaldehyde at a final concentration of 2%. Cells were permeabilized by addition of ice-cold 90% methanol and stored over night at −20°C. Next, cells were washed and stained with anti-pERK1/2 (pT202/pY204) (20A, BD Biosciences) and acquired using an LSR II flow cytometer. Data were analyzed using FlowJo and Prism software.

### *In Vitro* Proliferation Assay

Splenocytes of R7-I, -II, and -III mice were isolated, stained with the intracellular fluorescent dye carboxyfluorescein diacetate succinimidyl ester (CFSE; 5 µM; Life Technologies) for 5 min at room temperature, and plated in 96-well plates. ROP7 peptide was added in the range of concentrations from 0.5 × 10^−4^ to 0.5 × 10^−9^ M. Three days later, cells were harvested and stained for FACS analysis.

### T Cell Adoptive Transfer and Infections

Lymph nodes and spleens from TN ROP7 donor mice were harvested and the released cells negatively selected for CD8 T cells. Recipient Thy1.1 (BALB/c) mice received 10^6^ ROP7^+^ CD8 T cells *via* i.v. injection prior to infection. Mice were infected orally with five cysts of the ME49 *Toxoplasma* strain. Cells were harvested at the indicated time points during the acute and chronic phases of infection and processed accordingly.

### Isolation of Brain Mononuclear Cells

Isolation of brain mononuclear cells was performed as described before (26). Briefly, mice were perfused with cold PBS, and brains were isolated and homogenized. Brain cell suspension was diluted to 30% with isotonic Percoll solution and layered on top of 70% isotonic Percoll solution. Gradients were spun for 30 min at 500 × *g*, 18°C. Mononuclear cell population was collected from the interphase of Percoll gradient, washed and resuspended for antibody staining or restimulation.

### *In Vivo* Proliferation Assay

ROP7 CD8 T cells were prepared as described. Prior to subcutaneous injection into recipient mice, cells were stained with CFSE (5 µM). Mice were then infected orally as described. Spleen, LN, and mesenteric LN (mLN) tissues were then harvested 6/7 days post-infection (p.i.) and processed accordingly.

### *Ex Vivo* Functional Assay

Cells harvested from mice 3 weeks p.i. were cultured *ex vivo* as a cell suspension for 2 h with Ionomycin (20 ng/ml) and PMA (1 µg/ml) after which Brefeldin A (2 µg/ml) was added for the next 2 h in RPMI media. Cells were then stained for flow cytometry and analyzed as described.

### Micropipette Two-Dimensional Adhesion Frequency Assay

The two dimensional affinities were measured by micropipette adhesion frequency assay (27). CD8 T cells were negatively selected by magnetic cell sorting (Milteney) from spleen and LN of TN ROP7 mice. Human red blood cells (RBCs) were isolated in accordance with the Institutional Review Board at Emory University and used as the surrogate APC sensor through incorporation of ROP7 monomers with mouse β_2_-microglobulin (National Institutes of Health Tetramer Core) *via* biotin:streptavidin interactions. RBCs were coated with Biotin-X-NHS (EMD, Millipore) and 0.5 mg/ml streptavidin (Thermo Fisher Scientific) and 1–2 mg of the monomer antigenic and control monomers. Monoclonal cells were brought into contact 50 times with pMHC coated RBCs with the same contact time and area (A_c_), and the adhesion frequency (P_a_) was calculated. Quantification of binding events along with TCR and pMHC surface densities and adhesion frequencies along with two-dimensional affinity were as described (27, 28).

### Antibodies

Fluorescently labeled antibodies against CD3, CD90.1, CD90.2, CD62L, CD127, CD103, KLRG1, PD1 antigens, and IFNγ were purchased from BioLegend (San Diego, CA, USA). Fluorescently labeled antibodies against CD8 (5H10) alpha and anti-CD69 were purchased from Life Technologies (Carlsbad, CA, USA). H-2L^d^ monomers with IPANAGRFF or photo-cleavable peptide (YPNVNI(Apn)NF) were obtained from the NIH Tetramer Core Facility (Emory University, Atlanta, GA, USA) and were tetramerised and peptide-exchanged as described previously (29). All peptides were synthesized by Pepceuticals (Leicestershire, UK).

### Flow Cytometry

Single-cell suspensions were prepared from brain, spleen, LN, and mLN by mechanical disruption. Brain mononuclear cells were isolated as described above (26). Cell were stained for 20 min at 4°C in an appropriate antibody cocktail and washed with PBS with 1% BSA. BD Cytofix/Cytoperm kit was used for intracellular staining of cells. Cells were run on a BD LSRII or BD Fortessa X20 and analyzed using FlowJo software (Tree Star).

### Chimeras

Recipient BALB/c mice (CD90.1) were treated with an intraperitoneal injection of myeloablative agent Busulfan (10 mg/kg, Busilvex, Pierre Fabre) and injected with a congenic (CD90.2) donor bone marrow (BM) from ROP7 TN mice 1 day after to create BM chimeras. 6–8 weeks after BM transplantation chimerism was assessed in the blood to be up to 5% donor CD8 of total CD8 T cells. Donor CD8 T cells were 60–80% of total CD8 T cells in the thymus. Mice were infected orally with five cysts of *Toxoplasma* ME49.

### RNASeq Analysis

Single-cell suspensions of splenocytes from R7-I, -II, or -III mice were incubated in RPMI medium 1640 supplemented with recombinant mouse IL-2 (10 ng/ml) overnight at 37°C with or without ROP7 peptide (10 µM). Cells were stained with live/dead, anti-CD3, anti-CD8a, and ROP7 tetramer. Live CD8^+^ tetramer^+^ T cells were sorted on the Aria, XDP, and Influx 1 cell sorters. Samples were maintained at 4°C and purity determined to be 90–95%. RNA was isolated using Trizol and the RNeasy Micro-Kit (Qiagen). A total of 200 ng of RNA was used to prepare the RNA library using TruSeq mRNA Library Prep Kit v2 (Illumina) according to the manufacturer’s recommendations. RNA sequencing was performed on the Illumina HiSeq 2500 and typically generated ~25 million 100-bp non-strand-specific single-end reads per sample. The RSEM package (version 1.2.11) (30) was used for the alignment and subsequent gene-level counting of the sequenced reads relative to mm10 RefSeq genes downloaded from the UCSC Table Browser (31) on May 27, 2015. Differential expression analysis between the triplicate groups was performed with DESeq2 (version 1.8.1) (32) after removal of genes with a maximum transcript per million (TPM) value of 1 across all samples in the experiment. Significant expression differences were identified at a false discovery rate threshold of 0.01. Gene set enrichment analysis was performed by Gene Ontology Biological processes using GeneGo MetaCore (https://portal.genego.com/). All raw RNASeq sequence data and per sample TPM counts generated by RSEM can be accessed with GEO accession GSE88996 and GSE113827. Pathway analysis was performed using IPA software to demonstrate the biological effect of differentially expressed genes on cell cycle progression.

### Real-Time PCR

RNA was extracted from ROP7-specific splenocytes, either straight from the spleen or incubated overnight with or without ROP7 peptide using RNeasy Mini and Micro Kits (Qiagen). cDNA was synthesized using the Maxima first strand cDNA synthesis kit for RT-qPCR, with dsDNase (Thermo Fisher Scientific).

Quantitative real-time PCR was performed using Maxima SYBR Green/Rox qPCR master mix (Thermo Fisher Scientific).

Results were normalized to the expression of CD8. Relative fold change was calculated by normalizing to the average of R7-I, R7-II or R7-III biological triplicates, respectively (straight from the spleen).

Primers used were as follows: KLF2 forward 5′-TGTGAGAAATGCCTTTGAGTTTACTG-3′, reverse 5′-CCCTTATAGAAATACAATCGGTCATAGTC-3′, CXCR3 forward 5′-GCCAAGCCATGTACCTTGAG-3′, reverse 5′-GTCAGAGAAGTCGCTCTCG-3′, Sell forward 5′-ACGGGCCCCAGTGTCAGTATGTG-3′, reverse 5′-TGAGAAATGCCAGCCCCGAGAA-3′, S1P1 forward 5′-GTGTAGACCCAGAGTCCTGCG-3′, reverse 5′-AGCTTTTCCTTGGCTGGAGAG-3′, IL-6Rα forward 5′-GTCACGGGCACTCCTTGGATAG-3′, reverse 5′-AGGAATGTGGGCAGGGACATGG-3′, Itag4 forward 5′-GATGCTGTTGTTGTACTTCGGG-3′, reverse 5′-ACCACTGAGGCATTAGAGAGC-3′, CXCR4 forward 5′-GACTGGCATAGTCGGCAATG-3′, reverse 5′-AGAAGGGGAGTGTGATGACAAA-3′, IL-7Rα forward 5′-GCGGACGATCACTCCTTCTG-3′, reverse 5′-GCATTTCACTCGTAAAAGAGCCC-3′, CD8 forward 5′-GATATAAATCTCCTGTCTGCCCATC-3′, reverse 5′-ATTCATACCACTTGCTTCCTTGC-3′.

### Statistical Analyses

GraphPad software (Prism) was used to perform statistical tests. Comparisons between two groups were made using Student’s *t*-test. Comparisons between multiple groups were made using one-way analysis of variance test. Levels of significance are denoted as follows: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, and ****p ≤ 0.0001. Non-significant results are either not marked or indicated as NS.

## Results

### Three CD8 T Cell Clones Specific for the Same Peptide Respond Differently to *In Vitro* TCR Stimulation With Cognate Antigen

We previously described TN mouse lines (24), which we used herein as a source of three CD8 T cell clones specific for the same peptide (IPAAAGRFF) derived from the ROP7 protein of *T. gondii*. We refer to these CD8 T cell clones as R7-I, R7-II, and R7-III CD8 T cells (24). We previously showed these CD8 T cell clones to differ in their TCR 3D affinity to cognate ROP7 peptide, with R7-I being the strongest binder at 4 µM and R7-II the weakest at 109 µM. R7-III has a binding affinity of 24 µM (25). To further define the kinetics of TCR signaling after stimulation with ROP7 peptide, we measured ER-driven calcium release, phosphorylation of ERK1/2 kinase, and cell proliferation as determinants of TCR reactivity. Both the calcium release and phosphorylation assays reflected the hierarchy of the TCR–MHC binding 3D affinity and were the fastest and strongest in R7-I CD8 T cells, while the R7-II CD8 T cell response was lowest (Figures 1A,B). In addition, we noted that R7-II CD8 T cells had a basal level of free intracellular calcium that was higher than that of R7-I and R7-III CD8 T cells (Figure 1A). As a positive control, we used CD3 cross-linking to stimulate R7 cells (Figure S1 in Supplementary Material). All three clones are able to phosphorylate ERK1/2 kinase equally upon CD3 cross-linking (Figure S1A in Supplementary Material). Calcium release upon CD3 cross-linking was lower for R7-II and equal for R7-I and R7-III (Figure S1B in Supplementary Material). In the *in vitro* proliferation assay, R7-II CD8 T cells were not able to proliferate efficiently even at the highest (500 µM) concentration of ROP7 peptide loaded onto splenocytes, while R7-I and R7-III CD8 T cells reached the highest division index at concentrations 5 and 0.5 µM, respectively (Figure 1C). We previously conducted *ex vivo* proliferation experiments of R7 CD8 T cells crosslinked on plate-bound CD3/CD28 and concluded that R7-II cells barely proliferated at all (25). Combined, these *in vitro* experiments suggest that the 3D surface plasmon resonance affinity of the TCR–MHC binding reflects the strength of downstream signaling and partially translates to proliferation capacity *in vitro*.

**Figure 1:**
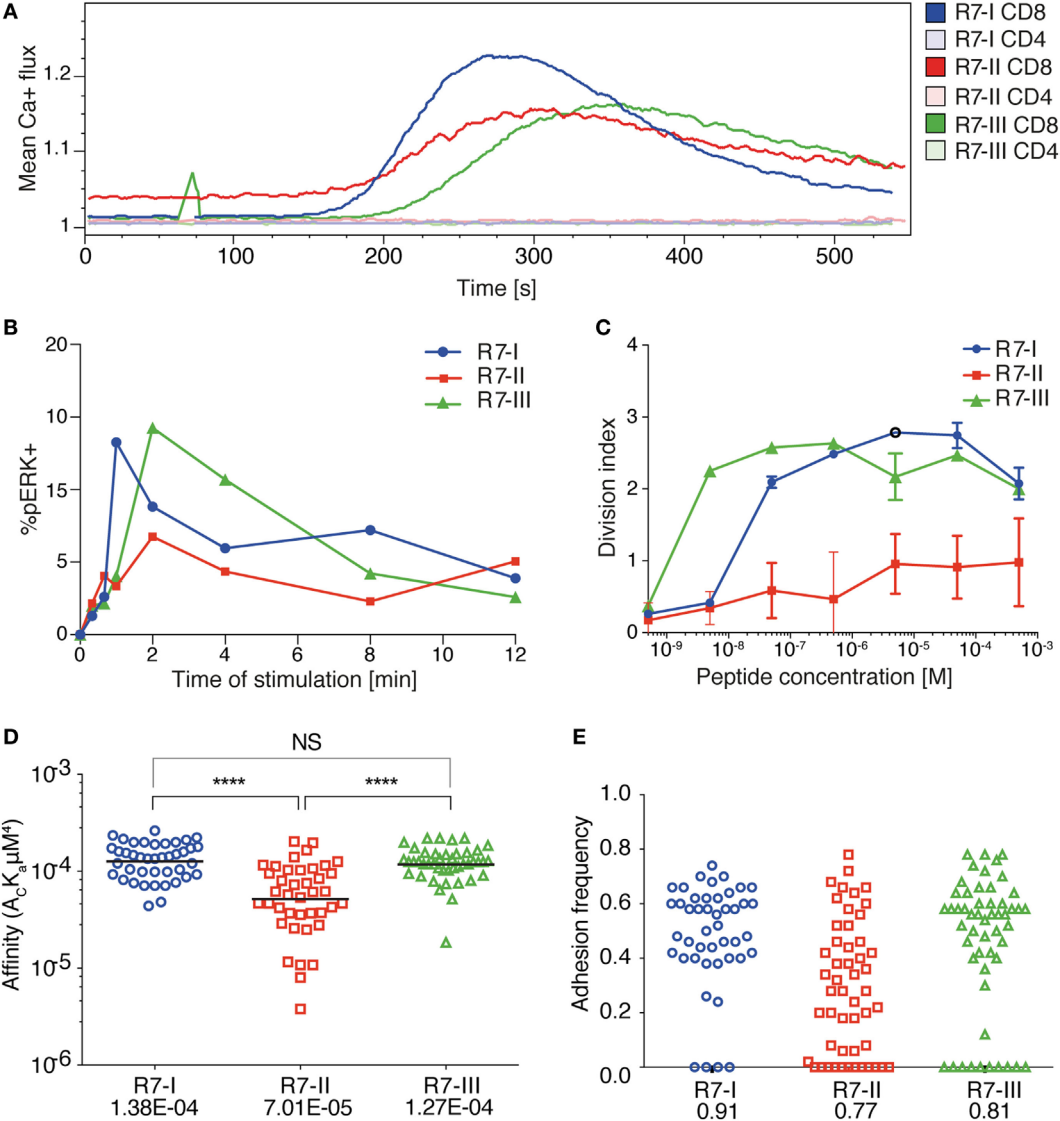
Three distinct CD8 T cell clones of the same specificity exhibit different 2D affinity and responses to specific TCR receptor stimulation. **(A)** Ca^2+^ flux profile of the three R7 CD8 T cell lines upon stimulation of TCR signaling with ROP7 dextramer (representative of two experiments with multiple mice each). **(B)** Phosphorylation of ERK1/2 kinase in time upon stimulation with splenocytes loaded with ROP7 peptide (representative of two experiments). **(C)** Proliferation of R7 CD8 T cells after stimulation with a range of ROP7 peptide concentrations (representative of three experiments). **(D)** Relative 2D affinity of the three R7 CD8 T cell clones specific for ROP7 (IPAAAGRFF) normalized by TCR surface density. Each individual data point represents the affinity for a single CD8 T cell. Analysis utilizes the geometric mean of the population. **(E)** Adhesion frequencies of the three ROP7 clones F. Gaussian curves were fitted to the affinities of **(D)**. Blue line represents R7-I, red line represents R7-II, and the green line represents R7-III. Data are cumulative from two individual experiments and a total of three mice per clone.

To provide additional insight into the functional response of the three R7 CD8 T cell clones during *Toxoplasma* infection, we determined their 2D affinity for the ROP7 antigen. The micropipette adhesion frequency assay provides 2D-based measures of TCR affinity for pMHC in a context that is membrane anchored. 2D affinity correlates more closely to functional responses than do 3D affinity measurements whose measurements are based on purified proteins. Over 40 T cells for each clone were analyzed to reveal similar high affinities for R7-I and R7-III (geometric means being 1.38E−04 and 1.27E−04, respectively) and that R7-I whilst having a similar affinity to R7-III (Figure 1D) has a higher adhesion frequency than R7-III (Figure 1E) that being 0.91 and 0.81, respectively. R7-II had a threefold lower 2D affinity (7.01E−05). The threefold difference in affinity is functionally relevant as previously, we have demonstrated that during Polyoma infection CD8 T cells with the highest 2D affinity are found in the CNS and eventually comprise the T_RM_ population (33). In addition, we have reported CD4 T cells mediating EAE carry a twofold higher affinity when compared with the peripheral T cells (34).

### All Three Clones of R7 CD8 T Cells Are Efficiently Primed in the Acute Phase of *T. gondii* Infection

Next, we sought to verify if these differences observed *in vitro* would still hold true *in vivo*. R7 CD8 T cells were adoptively transferred into congenic naïve recipient mice (CD90.1 BALB/c). Subsequently, mice were orally infected with ME49 *Toxoplasma* tissue cysts. The donor R7 CD8 T cells could then be followed during the acute and chronic phase of infection (Figure 2A). We were able to observe proliferated cells for all three R7 clones in the mLN earliest 6 days p.i. (Figure 2B). The numbers of R7-II donor cells found in the mLN and spleen were at least 10 times lower than numbers of other two clones (Figure 2B). However, those R7-II cells that were recovered from mLN had low CFSE level indicating that they had proliferated similarly to R7-I and R7-III CD8 T cells. In addition, the R7 donor CD8 T cells were all activated to the same extent based on CD69 expression (Figure 2B). We conclude that all three R7 clones are responsive to a *Toxoplasma* infection *in vivo*, as measured by proliferation and activation status.

**Figure 2:**
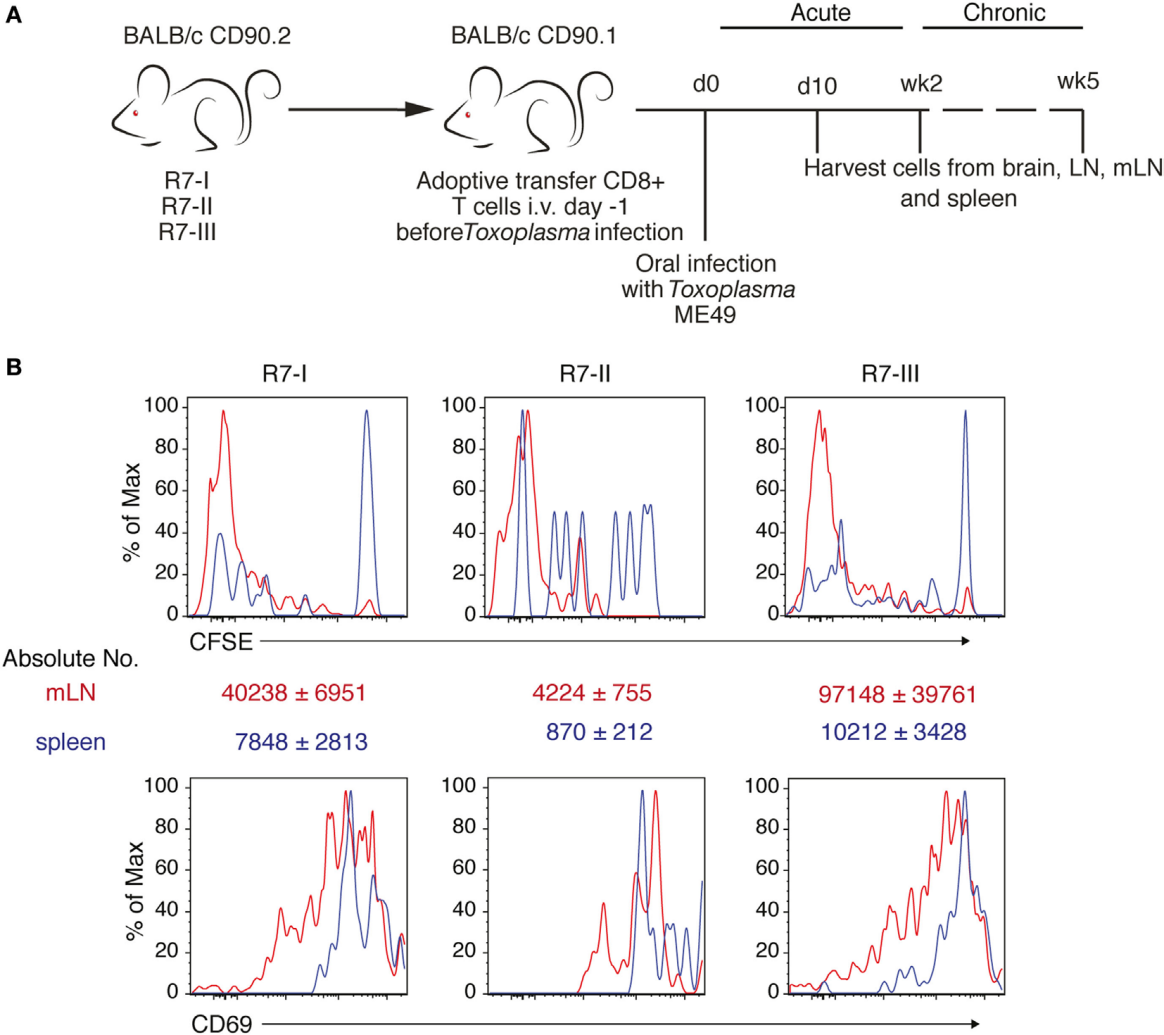
Three clones of R7-reactive CD8 T cells are primed and activated during the acute phase of *Toxoplasma gondii* infection. **(A)** Schematic diagram of the experimental setup for *in vivo* experiments. Transnuclear R7 mice were used as a donor of CD8 T cells in adoptive transfer experiments (AT). CD8 T cells isolated from lymph nodes (LN) and spleens were transferred to congenic recipients. Recipient mice were infected orally with five cysts of *Toxoplasma* ME49. At different time points post-infection (p.i.) recipient mice were sacrificed and donor CD8 T cell populations were assessed. **(B)** Donor cells were stained with CFSE before transfer. Histograms show CFSE dilution and CD69 expression on transferred R7 CD8 T cells isolated from mesenteric LN (mLN) 6 days p.i. *via* the oral route (representative of two independent experiments).

### R7-II CD8 T Cells Do Not Persist and Do Not Reach the Brain of Recipient Mice During *T. gondii* Infection

Cysts in the brain characterize the chronic phase of *Toxoplasma* infection. IFNγ produced by CD8 T cells is crucial for the maintenance of the quiescent cyst form of *Toxoplasma* (8, 13). We showed that the three R7 CD8 T cell clones could be primed and proliferated in the acute phase of *Toxoplasma* infection. Next, we investigated if R7 CD8 T cells could be found in the brain in the chronic phase of *Toxoplasma* infection. We analyzed brain, spleen, mLN, and non-draining LN for the presence of transferred R7 CD8 T cells 3 weeks p.i. R7-I and R7-III CD8 T cells were found in significant numbers in the brain at 3 weeks p.i. (Figure 3A). Percentages and absolute numbers of donor R7 CD8 T cells of all CD8 T cells in a given organ were different depending on the clone (Figure 3A). The R7-II clone was found in insignificant percentages and numbers in all tested organs. R7-I and R7-III clones were present in higher percentages from 2 to 15% of all CD8 T cells depending on the organ. There was no significant difference between percentages of the R7-I and R7-III clone in the brain. In the spleen and mLN, we observed significantly higher percentages of the R7-III CD8 T cells. We also determined absolute cell number for each clone at each site and did not observe significant differences between the R7-I and R7-III clone (Figure 3A, right panel).

**Figure 3:**
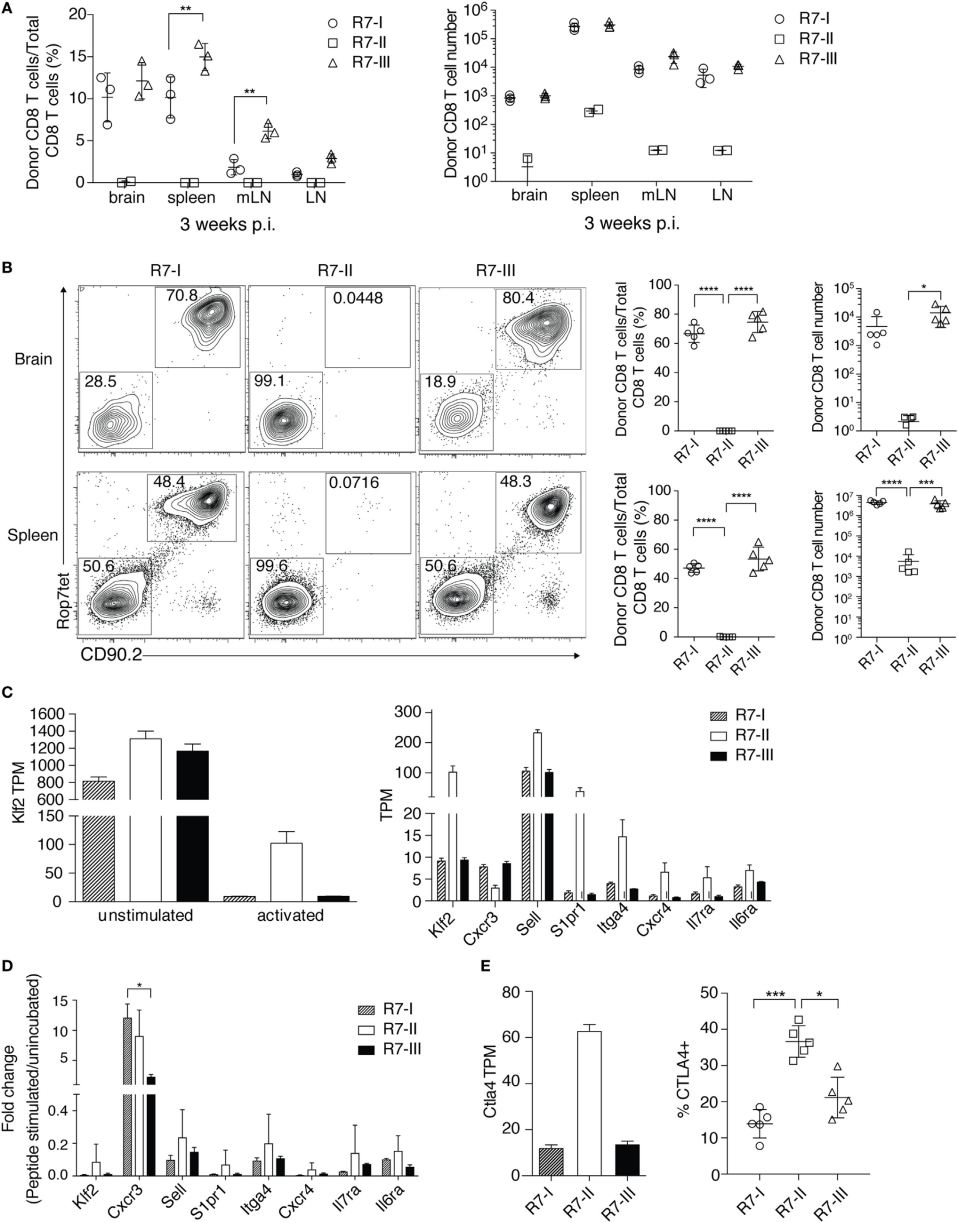
R7-II CD8 T cells do not persist and do not reach the brain of recipient mice during *Toxoplasma gondii* infection. **(A)** Percentages and total cell numbers of donor R7 CD8 T cells in the brain and lymphoid organs 3 weeks post-infection (p.i.) (representative of at least five experiments with three mice per line), only significant relationships between R7-I and R7-III CD8 T cells are shown, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, two-way analysis of variance (ANOVA) followed by multiple comparisons Tukey’s. Mean and SD. **(B)** Percentages and cell numbers of donor R7 CD8 T cells in the brain and spleen in the acute phase of infection (day 10 p.i.) (representative of two experiments), *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, one-way ANOVA followed by multiple comparisons Tukey’s. Mean and SD. **(C)** Splenocytes of R7 mice were left untreated (unstimulated) or stimulated with the Rop7 peptide (activated) over night. On the next day, ROP7tet^+^ CD8 T cells were sorted and lysed for RNA extraction. Transcripts levels were evaluated in an RNAseq experiment. Klf2 was upregulated in activated R7-II by a fold change of 8.8 over activated R7-III (Table 1). Expression of *Klf2* and Klf2-regulated genes is shown as transcript per million (TPM) in unstimulated and activated (left hand graph) or only activated R7 CD8 T cells (right graph). **(D)** Validation of RNAseq results was performed on samples from an independent experiment with use of qRT-PCR. Expression of *Klf2* and Klf2-regulated genes shown as normalized 2^−ΔΔCt^ values. *p ≤ 0.05, one-way ANOVA followed by multiple comparisons Tukey’s. Mean and SD. **(E)** *CTLA4* expression in the RNAseq experiment shown as TPM value in activated samples (left graph) and CTLA4 protein expression evaluated by FACS of cells isolated 5 days p.i. from lymph nodes (LN) of mice adoptively transferred with R7 cells and infected with *Toxoplasma* (right graph). *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, one-way ANOVA followed by multiple comparisons Tukey’s. Mean and SD.

We analyzed earlier time points to estimate the time when donor cells reached the brain and to assess if there is a difference in donor cell number or percentages in the acute phase of infection. R7-I and R7-III CD8 T cells were observed in the brain as early as 10 days p.i., however, we failed to detect a distinct R7-II CD8 T cell population in the brain (Figure 3B). R7-II CD8 T cells could not be observed in prominent numbers in any of the tested primary and secondary lymphoid organs suggesting a lack of proper expansion and thus an absence of the transferred population in the brain (Figure 3B; Figure S2A in Supplementary Material). Combining our previous observations of the low TCR–MHC affinity of R7-II cells (Figures 1D,E) and the low proliferation in response to *in vivo* stimulation during a *Toxoplasma* infection (Figure 2B), we concluded that R7-II cells most likely fail to expand sufficiently in secondary lymphoid organs to efficiently home to the brain. R7-I and R7-III CD8 T cells were a major part (60–80%) of the total CD8 T cell population in the brain at day 10 p.i. Their percentages decreased throughout time during which host CD8 T cells reached the brain suggesting that the transferred T cell clones exhibited a rapid recruitment to the brain compared to newly formed *Toxoplasma*-specific CD8 T cells of the host. There were no significant differences in percentages or numbers of donor population between R7-I and R7-III CD8 T cells at day 10 or 2 weeks p.i. (Figure 3B; Figure S2A in Supplementary Material).

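Splenocytes of R7-I, R7-II and R7-III mice, the transnuclear lines whose CD8 T cells carry the T cell receptor of 1 ROP7-specific cell each, were kept overnight with 10 µM ROP7 peptide and 10 ng/ml IL-2, and live tetramer-positive CD8 T cells were then sorted for RNA sequencing. The values analysed cover 9 libraries of activated cells, 3 per clone; the unstimulated samples were not analysed here. The authors aligned the reads and estimated gene levels with RSEM on RefSeq genes of mm10, and deposited length-corrected values (TPM) rounded to 2 decimals. TPM is scaled to the same total in every library, so the number of reads behind each library cannot be read from these values and no counting interval is given; the paper's methods state a typical read number per sample. Between 13738 and 14434 genes had a TPM above 0 in a library. Pearson correlations of log2(TPM + 1) across genes were between 0.992 and 0.997 for libraries of the same clone, and no 2 libraries held the same values. Genes whose maximum TPM did not exceed 1 were removed, as in the paper, which left 11330 genes. Because TPM values are not counts, the count test of the paper was replaced by limma with a mean-variance trend on log2(TPM + 1), with all 9 libraries in 1 fit, Benjamini-Hochberg adjustment and the paper's false discovery rate of 0.01. Fold changes on this scale understate the changes of genes with a low TPM.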

To dissect the reasons for the poor expansion and lack of R7-II cells in the brain we compared the transcriptional profiles of *in vitro* ROP7-activated R7-II vs R7-I or R7-III cells. As expected, the global gene expression differences were much more pronounced when peptide-activated R7-II cells were compared with R7-I and R7-III (Figure S3 in Supplementary Material). 

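With limma on log2(TPM + 1), 6358 of 11330 genes passed the adjusted p of 0.01 between R7-II and R7-I, 6077 between R7-II and R7-III, and 953 between R7-III and R7-I. Of these, 821, 859 and 112 genes, respectively, also differed by more than 2-fold. The median absolute log2 fold change over all genes tested was 0.28 for R7-II against R7-I, 0.27 for R7-II against R7-III and 0.10 for R7-III against R7-I. The first principal component held 71.0% of the variance and set the 3 R7-II libraries apart from the other 6, and the second held 12.7% and parted R7-I from R7-III. Of the genes that passed the threshold, 72.4% were higher in R7-II than in R7-I and 66.4% were higher in R7-II than in R7-III. This split depended on the scaling of the libraries. TPM values gave a median log2 fold change over all genes of 0.17 and 0.12 in these comparisons, and after division by a median-of-ratios factor per library 47.7% and 47.9% of the genes passing the threshold were higher in R7-II, while their numbers were 6179 and 6046. At an adjusted p of 0.05, 2142 genes passed between R7-III and R7-I. With each library left out in turn, the count at an adjusted p of 0.01 lay between 436 (without R7-I replicate 1) and 1120. Among the genes past the threshold between R7-III and R7-I whose libraries did not overlap, the largest positive log2 fold changes were those of Rpph1 (3.52), Hist1h3b (3.48), Gm6756 (3.45), Hist1h3h (2.92) and Scpep1 (2.58), and the largest negative ones those of Ccnb1ip1 (-4.51), Rprl3 (-3.60), Hopx (-3.58), Pnp2 (-2.13) and Ly6k (-1.98). Hist1h3h was listed at 0 in all R7-I libraries and Rprl3 in all R7-III libraries. Rpph1 and Rprl3, and the histone genes, belong to families of similar sequence between which reads could be split, so their values are uncertain. Hist1h3h no longer passed without R7-I replicate 1, 2 or 3 (adjusted p = 0.0148, 0.0128 and 0.0122 from limma) or without R7-III replicate 1 or 2 (adjusted p = 0.0146 and 0.0133 from limma), and its adjusted p lay between 5.20e-04 and 0.0207 over all alternatives.

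**Figure D1:**
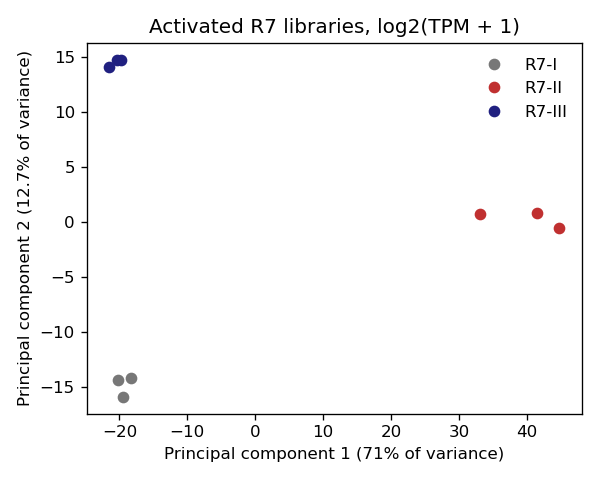
Principal components of log2(TPM + 1) over 11330 genes, with 1 point per library and the share of variance on each axis. The R7-II libraries lie apart from the other 6 along the first component, and R7-I and R7-III part along the second.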

In the list of the top 10 genes upregulated in R7-II (Table 1), we found *Klf2* encoding a transcription factor that is known to be important for T cell trafficking between the blood and lymphoid organs (35–37). 

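Klf2 lies on chromosome 8 of mm10 from 72319062 to 72321654. Its expression was 102 ± 20.5 TPM in activated R7-II, 9.14 ± 0.644 TPM in R7-I and 9.36 ± 0.558 TPM in R7-III (mean ± SD, n = 3 libraries each). The log2 fold change of R7-II was 3.33 against R7-I and 3.30 against R7-III (standard error 0.123 for both, adjusted p = 2.16e-08 and 4.34e-08, limma with Benjamini-Hochberg adjustment over all genes tested). The 3 R7-II libraries were above the other 6 (exact two-sided permutation test, p = 0.0238, the smallest that 3 against 6 libraries allow). The smallest p that 3 against 3 libraries allow is 0.1, which both pairwise exact tests gave. R7-III and R7-I did not differ (log2 fold change 0.03, adjusted p = 0.902 from limma). A pseudocount of 5 lowered the log2 fold change against R7-I most, to 2.90. With libraries left out in turn it stayed between 3.21 and 3.50. Klf2 ranked 5 of the 450 genes higher in R7-II than in both other clones when these were ordered by the smaller of both log2 fold changes.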

Klf2 is highly expressed in naïve and memory T cells but downregulated in effector T cells upon binding of the TCR to its cognate peptide (38). The stronger the binding affinity, the lower the expression of *Klf2* and the better the activation of the T cells (39). In addition, *S1pr1* which is regulated by Klf2 was also in the top 10 upregulated genes. 

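S1pr1, on chromosome 3 of mm10 from 115710433 to 115715055, ranked 1 in the same ordering. It was at 38.5 ± 11.7 TPM in R7-II, 1.87 ± 0.456 TPM in R7-I and 1.44 ± 0.309 TPM in R7-III (mean ± SD, n = 3 libraries each). Its log2 fold change was 3.75 against R7-I and 3.97 against R7-III (standard error 0.209, adjusted p = 1.84e-07 and 1.50e-07 from limma). The libraries of R7-II did not overlap those of the other clones.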

We analyzed the expression of *Klf2* across the unstimulated and activated samples of the RNASeq experiment (Figure 3C, left graph) as well as at the genes known to be regulated by Klf2 such as *CXCR3, Sell (CD62L), S1pr1, Itga4, CXCR4, Il7ra*, and *Il6ra* (Figure 3C, right graph). *Klf2* expression was at similar level in all three naïve CD8 T cell clones. After activation, all three clones downregulated *Klf2*, however, downregulation in R7-II was the weakest reflecting the lowest binding affinity of Rop7 peptide to R7-II. 

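In activated cells, Itga4 was at 14.7 ± 3.92 TPM in R7-II, 3.96 ± 0.373 TPM in R7-I and 2.75 ± 0.0702 TPM in R7-III (mean ± SD, n = 3 libraries each, here and for the genes that follow). Cxcr4 was at 6.60 ± 2.09, 1.14 ± 0.329 and 0.767 ± 0.169 TPM in the same order. Il7r, which encodes the IL-7 receptor alpha chain, was at 5.31 ± 2.58, 1.62 ± 0.449 and 1.01 ± 0.285 TPM, and Il6ra at 6.99 ± 1.28, 3.24 ± 0.446 and 4.32 ± 0.153 TPM. The log2 fold change of R7-II against R7-I was 1.63 for Itga4, 1.80 for Cxcr4, 1.19 for Il7r and 0.91 for Il6ra. Against R7-III it was 2.03, 2.07, 1.57 and 0.58. Over Klf2, S1pr1, Cxcr3 and these 4 genes, 7 of 7 passed the adjusted p of 0.01 from limma in both comparisons of R7-II, over all genes tested as well as adjusted over the list alone. The study chose the list on these samples, so the latter is not independent evidence. For each of these 7 genes the exact two-sided permutation test of R7-II against the other 6 libraries gave p = 0.0238. Between R7-III and R7-I, 0 of the 7 genes passed in limma, where the smallest adjusted p was 0.0781 for Il6ra over all genes tested and 0.107 over the list alone. At an unadjusted p under 0.05, Itga4 and Il6ra differed between R7-III and R7-I. Itga4 passed between R7-III and R7-I without R7-II replicate 2 (adjusted p = 0.00571, against 0.284 at most over the alternatives, from limma). Il7r no longer passed against R7-I without R7-I replicate 3 (adjusted p = 0.0124) or without R7-II replicate 1 (adjusted p = 0.0104), nor after quantile normalization (adjusted p = 0.0189), and its adjusted p from limma was between 8.93e-05 and 0.0189 over the alternatives. Il6ra did not pass against R7-III after quantile normalization (adjusted p = 0.0111 from limma, the highest over the alternatives, the lowest being 7.83e-04). Genes of B cells and myeloid cells were also higher in R7-II, with Cd79b at 18.8 TPM and Lyz2 at 32.9 TPM there. How far such cells add to the listed genes that are higher in R7-II at a low TPM was not tested. The paper states that Klf2 was downregulated least in R7-II on activation, which it ties to the low affinity of this clone for the peptide.

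**Figure D2:**
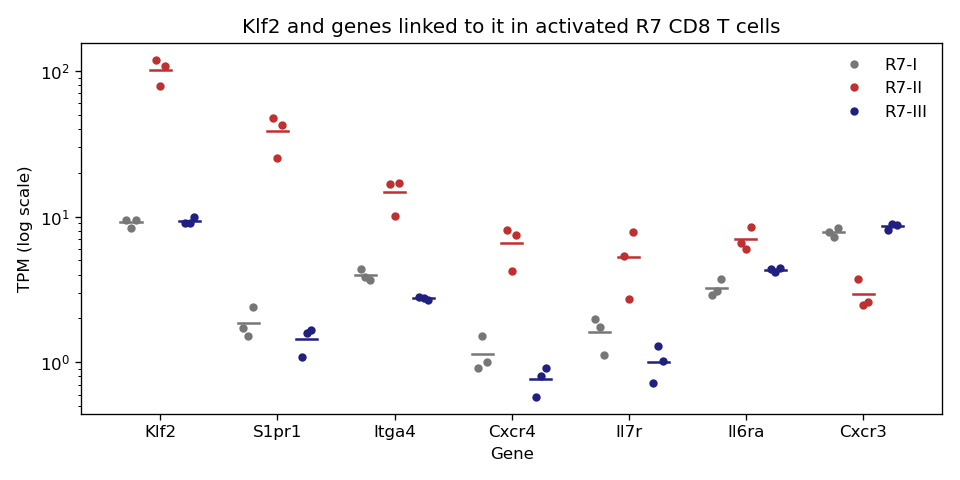
TPM on a log scale of Klf2 and of genes linked to it in the activated R7 libraries. Each point is 1 library and each horizontal line the mean of 3 libraries; Cxcr3 is lower in R7-II, and the other 6 genes are higher.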

Expression of *Sell (CD62L), S1pr1, Itga4, CXCR4, Il7ra*, and *Il6ra* mirrored *Klf2* expression being highest in R7-II and was comparable between R7-I and R7-III. On the other hand, *CXCR3* expression was lowest in R7-II. 

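Cxcr3 was at 2.92 ± 0.683 TPM in R7-II, 7.80 ± 0.528 TPM in R7-I and 8.57 ± 0.460 TPM in R7-III (mean ± SD, n = 3 libraries each). Its log2 fold change in R7-II was -1.18 against R7-I and -1.30 against R7-III (standard error 0.114, adjusted p = 7.40e-06 and 3.89e-06 from limma). It stayed past the threshold under every alternative run for this gene. R7-III and R7-I differed by a log2 fold change of 0.12 (adjusted p = 0.506).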

We performed an independent *in vitro* activation experiment and observed a similar trend of gene expression by qRT-PCR as seen in the RNAseq results (Figure 3D). mRNA expression detected by qRT-PCR correlated with the RNAseq data for all tested genes except the *CXCR3* gene.

**Table 1:** Top 10 up and downregulated genes in activated R7-II vs R7-I and R7-III.

	Gene symbol	FC	FDR
**Up in R7-II (FC > 2,531 genes)**			
1	Tnfrsf19/CD137	19.20	5.84E−105
2	Mturn	14.93	1.95E−77
3	Rasgrp2	13.49	1.27E−90
4	Slc6a19	12.84	2.18E−44
5	Cd7	11.38	4.03E−49
6	S1pr1	9.77	1.21E−44
7	Nsg2	9.68	3.28E−34
8	Klf2	8.80	4.88E−149
9	Atp6v0e2	8.60	1.18E−29
10	Arl4c	8.45	5.70E−105

**Down in R7-II (FC > 2,119 genes)**			
1	Tbx21/Tbet	−6.45	4.64E−38
2	Tnfsf11/RANKL	−6.07	5.80E−160
3	Serpinb6b	−5.64	2.11E−42
4	Dapl1	−5.51	1.15E−38
5	Ccl9	−5.46	3.81E−93
6	Rnf157	−4.89	5.80E−78
7	Tbkbp1	−4.51	2.74E−32
8	Lipg	−4.51	4.47E−72
9	Stc2	−4.14	8.38E−16
10	Chst11	−3.95	1.98E−56

*Table shows top 10 up- and downregulated genes in R7-II samples as compared with R7-I and R7-III samples upon activation, where only genes differentially expressed in R7-II vs R7-I and R7-II vs R7-III comparisons but similar expression between R7-I and R7-III were included. For each gene in the table, fold change (FC) and false discovery rate (FDR) are shown for R7-II vs R7-III comparison*.

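Genes were counted here when they passed the adjusted p of 0.01 from limma in both comparisons of R7-II, were changed by more than 2-fold in the same direction in both, and did not pass between R7-I and R7-III. This gave 450 genes higher and 74 genes lower in R7-II. The counts were 701 and 155 with a pseudocount of 0.1, 192 and 33 with a pseudocount of 5, 295 and 163 with quantile normalization, and 753 and 135 by the ratio of mean TPM. All 20 genes of Table 1 were among them, each in the direction the table gives. As the ratio of mean TPM in R7-II over R7-III, with no test, the 10 genes listed as upregulated had folds between 9.43 (Arl4c) and 159 (Slc6a19), and the 10 listed as downregulated between -4.24 (Serpinb6b) and -9.46 (Tbx21), a ratio below 1 being written as minus its inverse. The adjusted p of these genes between R7-II and R7-III was at most 2.05e-06 for the upregulated and 1.56e-04 for the downregulated genes. Slc6a19 was at 10.6 ± 4.94 TPM in R7-II and 0.0667 ± 0.0462 TPM in R7-III (mean ± SD, n = 3 libraries each), so its fold rests on values close to the smallest step of the table. Ordered by the smaller of both log2 fold changes, the first 5 genes higher in R7-II were S1pr1, Cd7, Rasgrp2, Lyz2 and Klf2, and the first 5 lower were Gbp2b, Tbx21, Dapl1, A730098P11Rik and Tnfsf11. Lyz2, a gene of the myeloid list used for other cell types, was at 32.9 ± 21.9 TPM in R7-II. Gbp2b was at 39.1 TPM in R7-II replicate 1 and at 0.04 TPM in both other R7-II libraries, and without R7-II replicate 2 or 3 it did not pass against R7-I (adjusted p = 0.0214 and 0.0202) or against R7-III (adjusted p = 0.0157 and 0.0149 from limma). Gbp2b also did not pass against R7-I without R7-I replicate 1, 2 or 3 (adjusted p = 0.0156, 0.0156 and 0.0167), nor against R7-III without R7-III replicate 1, 2 or 3 (adjusted p = 0.0120, 0.0118 and 0.0125). Over the alternatives its adjusted p from limma lay between 7.78e-12 and 0.0349 against R7-I and between 5.22e-12 and 0.0286 against R7-III.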

CTLA4 is known as a negative regulator of T cell responses. We analyzed the expression of the *Ctla4* transcript in the RNASeq of activated ROP7 CD8 T cells as its high expression in R7-II cells could explain their poor performance in proliferation capacity and subsequent lack of homing to the brain. As expected, we observed the highest expression of *Ctla4* in R7-II CD8 T cells in comparison with the two other R7 clones (Figure 3E, left graph). 

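Ctla4, on chromosome 1 of mm10 from 60909025 to 60915832, was at 62.6 ± 3.04 TPM in R7-II, 11.9 ± 1.54 TPM in R7-I and 13.4 ± 1.63 TPM in R7-III (mean ± SD, n = 3 libraries each). The log2 fold change of R7-II was 2.31 against R7-I and 2.15 against R7-III (standard error 0.0969, adjusted p = 3.94e-08 and 7.11e-08 from limma). All R7-II libraries were above the other 6 (exact two-sided permutation test, p = 0.0238). Between R7-III and R7-I the log2 fold change was 0.16 (adjusted p = 0.287).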

We could confirm the RNAseq data in an *in vivo* experiment, where R7 T cells were adoptively transferred to congenic mice and analyzed in LNs 5 days after infection with *Toxoplasma*. CTLA4 surface expression determined by FACS in R7-II cells was highest in comparison to R7-I and R7-III CD8 T cell clones (Figure 3E).

### R7-III Has a Higher Contraction Rate and Does Not Persist in the Late Phase of Chronic Infection

At 5 weeks p.i. compared with 3 weeks p.i., we observed a dramatic decrease in the R7-III CD8 T cell population in all of tested lymphoid and non-lymphoid organs while the R7-I CD8 T cell population decreased more subtly, which could be explained by natural contraction of the population after an initial expansion phase (Figure 4A; Figure S2B in Supplementary Material).

**Figure 4:**
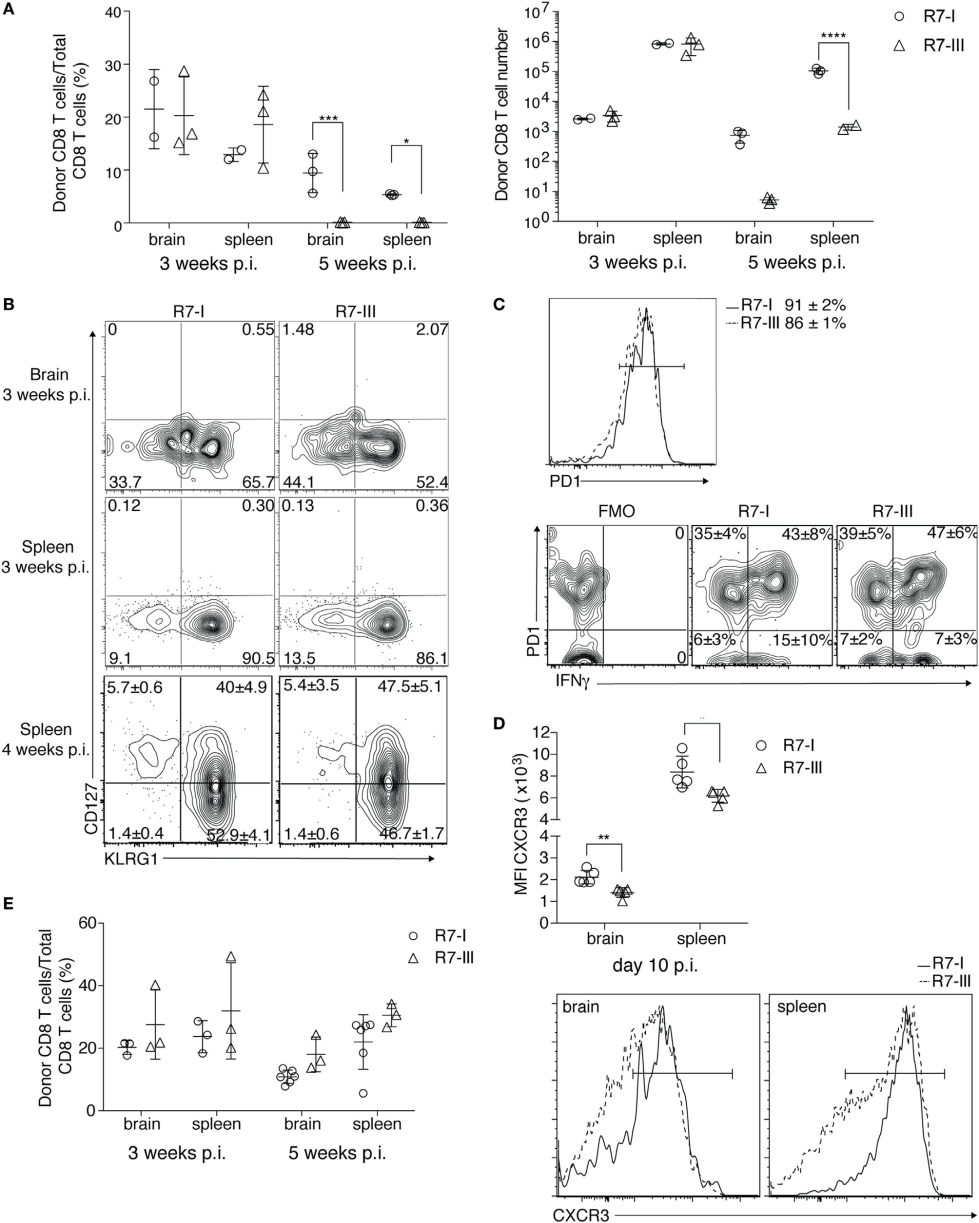
R7-III has a higher contraction rate and does not persist into the late phase of chronic *Toxoplasma gondii* infection. ROP7 CD8 T cells were adoptively transferred into congenic mice before *Toxoplasma* infection. Spleen, mesenteric LN and popliteal and axillary lymph nodes and brains were harvested and analyzed by flow cytometry **(A–E)**. **(A)** Percentages and total cell numbers of donor Rop7 CD8 T cells in the brain and spleen 3 and 5 weeks post-infection (p.i.) (representative of at least five experiments with two or three mice per cell line per experiment). *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, two-way analysis of variance followed by Tukey’s multiple comparisons test. **(B)** Donor population was assessed for expression of CD127 (IL7Ra) and KLRG1 at 3 and 4 weeks p.i. (representative of at least five experiments). **(C)** PD1 expression on donor CD8 T cells in the brain 3 weeks p.i. and their potential to produce IFNγ after *ex vivo* restimulation with PMA/Ionomycin (representative of two experiments). *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 by Student’s *t*-test. **(D)** CXCR3 surface staining on donor CD8 T cells 10 days p.i. in brain and spleen together with representative histogram plots of CXCR3 expression of donor R7 CD8 T cells in the brain and spleen 10 days p.i. **(E)** Percentages of R7 CD8 T cells in brain and spleen of R7 bone marrow chimeras at 3 and 5 weeks (minimum of three mice analyzed per condition) p.i. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 by Student’s *t*-test.

The formation of memory CD8 T cells in persistent infections is still controversial (40). In BALB/c mice where persistent *Toxoplasma* infection is known to be controlled by CD8 T cells (13), the presence of memory CD8 T cells is expected. We analyzed if R7 CD8 T cells differentiated into memory cells and if the ratio of differentiation into effector and memory precursors was the same between R7-I and R7-III CD8 T cells. Short-lived effector cells (SLEC, CD127^−^KLRG1^+^) were present in similar percentages in R7-I and R7-III CD8 T cell populations in the brain and spleen at 3 and 4 weeks p.i. (Figure 4B). Memory precursor effector cells (MPEC, CD127^+^KLRG1^−^) where not present at 3 weeks p.i., however, we detected population of MPEC at 4 weeks p.i. in the spleen in similar percentages between R7-I and R7-III CD8 T cell (Figure 4B, bottom panel).

In the chronic phase of *Toxoplasma* infection in C57BL/6 mice, CD8 T cells in the brain are exhausted and express high levels of the exhaustion marker PD1 (41). Blockade of the PD1–PDL1 pathway has been shown to rescue the exhaustion phenotype of CD8 T cells and prevent mortality of chronically *Toxoplasma*-infected animals (42). In contrast to C57BL/6 mice, BALB/c mice are resistant to chronic *Toxoplasma* infection (9) and *Toxoplasma* GRA6-specific CD8 T cells in BALB/c mice lack PD1 expression during the chronic phase (14). We investigated if R7 CD8 T cells in brain of BALB/c mice at 3 weeks p.i. were exhausted. Almost 90% of R7 CD8 T cells expressed PD1 (Figure 4C). No significant difference was observed between R7-I and R7-III CD8 T cell populations in the brain suggesting that it is not exhaustion that leads to greater contraction of the R7-III CD8 T cell population. As PD1 can be also a marker for recently activated cells, we analyzed the ability of PD1^+^ cells to produce IFNγ, since cytokine production is lost in a truly exhausted cell (43). Brain mononuclear cells from week 3 of infection were *ex vivo* re-stimulated with PMA and ionomycin and stained for IFNγ (Figure 4C). More than half of PD1 positive cells were able to produce IFNγ and only 1/3 of R7 CD8 T cells in the brain were positive for PD1 and negative for IFNγ. At the same time, only 5% of R7 cells in spleen expressed PD1 and did not produce IFNγ. No significant difference between R7-I and R7-III CD8 T cells was observed indicating that the reason for the disappearance of R7-III CD8 T cells is independent of their exhaustion state.

Next, we considered CXCR3 as a candidate molecule to unravel the differences in persistence between R7-I and R7-III. The CXCR3 receptor is important in trafficking of CD8 T cells to non-lymphoid tissues including the brain (44). We evaluated CXCR3 expression levels on R7-I and R7-III CD8 T cells during *Toxoplasma* infection. CXCR3 expression on R7-III CD8 T cells was significantly lower at day 10 p.i. both in the brain and in the spleen (Figure 4D). However, no difference in CXCR3 expression was observed at 3 weeks p.i., thus it is questionable if lower CXCR3 expression at earlier time points of infection were the driver for lower R7-III CD8 T cell numbers observed in the brain at 5 weeks p.i.

To better understand the observed decrease in the brain population of R7-III CD8 T cells we set up BM chimeras. We used the transplant conditioning drug busulfan to induce myeloablation and create a niche for the R7-I or R7-III BM (45). In the brain and spleen, R7-I and R7-III BM chimeras have similar percentages of CD8 T cells originating from the donor’s BM at both week 3 and 5 p.i. (Figure 4E). These results show that constant replenishment from the periphery is necessary for the persistence of donor cells is the brain at 5 weeks p.i. When R7-III CD8 T cells disappear from the periphery, they also disappear from the brain. By creating chimeras, we showed that when we keep a constant R7-III population in the periphery these cells also persist in the brain.

### R7-I CD8 T Cells of T_RM_-Like (CD103^+^) Phenotype Are Present in Higher Percentages in the Brain Than R7-III CD8 T Cells

Previous studies have shown that tissue-resident memory T cells found in the brain long after acute infection has been cleared can survive without replenishment from the CD8 T cells circulating in the blood (15). We analyzed CD69^+^ CD103^+^ T cells in our model of chronic *Toxoplasma* infection. We observed a higher percentage of donor CD103^+^ cells compared with total donor CD8 T cells for R7-I compared with R7-III at 3 weeks p.i. in the brain (Figure 5A). There was no significant difference between the total numbers of R7-I and R7-III CD103^+^ cells in the brain. At week 5 p.i., about 80% of R7-I cells compared to the total donor CD8 T cell population had a T_RM_-like phenotype (Figure 5B). The total number of donor R7-I cells stays stable between week 3 and 5 p.i. (Figure 4A, right), while we observed an increase in percentages and numbers of R7-I CD103^+^ cells. As expected, R7-III CD103^+^ cells at 5 weeks p.i. were not found in the brain.

**Figure 5:**
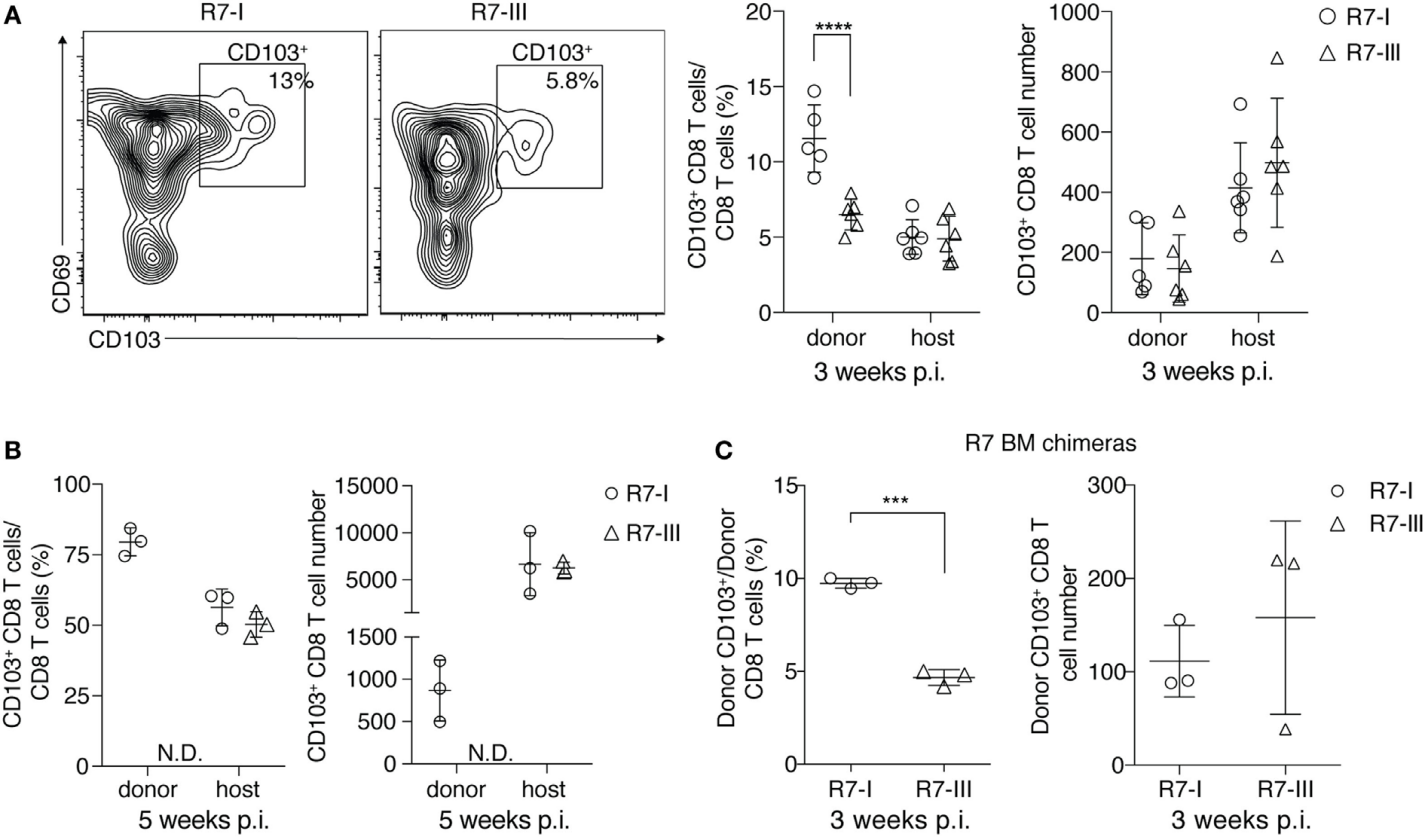
R7-I CD8 T cells of a T_RM_-like phenotype (CD103^+^) are present in higher percentages in the brain of *Toxoplasma gondii*-infected mice than R7-III CD8 T cells. ROP7 CD8 T cells were adoptively transferred into congenic mice before *Toxoplasma* infection **(A,B)**. **(A)** Representative FACS plots of donor CD103^+^ memory population in the brain at 3 weeks post-infection (p.i.) are shown on the left. Percentages and numbers of donor and host CD103^+^ CD8 T cells in the brain 3 weeks p.i. are shown on the right (graphs shows pooled results from two experiments and are representative of at least five experiments with two or three mice each). ***p < 0.001 by Student’s *t*-test. **(B)** Percentages and numbers of donor and host CD103^+^ CD8 T cells in the brain 5 weeks p.i. are shown (graphs are representative of at least three experiments with two or three mice each). N.D. denotes populations not detected. *p ≤ 0.05, **p ≤ 0.01 by Student’s *t*-test. **(C)** CD103^+^ percentages and numbers in brains of R7 bone marrow chimeras mice 3 weeks p.i., three mice per T cell line, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 by Student’s *t*-test.

We show with our BM chimera experiment that R7-III cells in the brain are replenished from the periphery (Figure 4E). BM chimeras 3 weeks p.i. also exhibited lower percentages of R7-III CD103^+^ cells in the brain (Figure 5C), suggesting that the difference to produce less T_RM_-like cells is intrinsic to the R7-III.

## Discussion

Affinity of TCR–MHC interaction influences the fate of the activated T cell (2). Immediate effects of strong or weak interactions on activation and expansion of the T cells have been studied broadly (2, 46, 47). However, it is unclear how affinity influences memory CD8 T cell formation. Herein, we studied three different clones of CD8 T cells (R7-I, -II, and -III) during *Toxoplasma* infection in BALB/c mice. These three CD8 T cell clones harbor TCRs specific for the same peptide of the *Toxoplasma* protein ROP7, but differ in their sequence and affinity for that peptide presented in MHC class I (24, 25). The hierarchy of affinity and functional *in vitro* responsiveness to ROP7–MHCI of the clones was R7-I > R7-III > R7-II (25). The lowest affinity clone R7-II failed to traffic to the brain during the chronic phase of infection even though we could show acute phase proliferation. R7-I outperformed R7-III in persistence in lymphoid organs and the brain in chronic infection. In addition, R7-I was able to form more resident memory T cells in the brain than R7-III.

To test the affinity of the three R7 CD8 T cell clones in a more physiological setting, in addition to our previously published 3D affinity measurements, we performed 2D affinity measurements. Interestingly, we demonstrated little affinity difference between R7-I and R7-III. However, R7-I had a higher adhesion frequency than R7-III, possibly explaining the functional differences we observed between these clones in the chronic phase of infection.

R7-II, the clone with the lowest affinity for ROP7 peptide, was not found in the chronic state of *Toxoplasma* infection. Small number of the cells of that clone got activated and proliferated in the acute phase of infection, but after the contraction phase that clone could not be found neither in any analyzed lymphoid organs nor in the brain. As one possible hypothesis, we demonstrated by RNAseq and subsequent qPCR that R7-II did not cross the affinity threshold required to downregulate *Klf2* levels and consequently set the cells for homing to infected tissues. Lack of homing and retention in the LN as a mechanism responsible for lack of R7-II in brain was also supported by increased CTLA-4 expression. CTLA-4 expression on T cells is known to be responsible for cells being retained the LN after antigen encounter and mark anergic cells (48, 49). It is considered as one of T cell-intrinsic function of CTLA-4 to control self-reactive T cell motility in tissues (50). Signals from week TCR–MHC interaction may prevent full activation of the T cell, but still enable it to receive partial signals (2). Little is known about transcriptional regulation of *Ctla-4* (51). It has not been investigated if Klf2 can directly or indirectly regulate Ctla-4 expression.

R7-I and R7-III clones were of higher affinity than the R7-II clone and both were found in the brain during the chronic phase of infection. The initially quite similar clones performed differently in the later phase of infection. While both clones were able to form SLEC and MPEC cells, the R7-III clone did not persist in the periphery and brain in the later phase of chronic infection. In addition, in the brain, more R7-I than R7-III cells showed a phenotype of resident-like memory cells (CD69^+^CD103^+^). We postulate that these differences can be attributed to the increased adhesion frequency we observed in 2D measurements, as well as the increased TCR–MHC binding affinity exhibited in 3D measurements (25). We were not able to exactly pinpoint the reason for the disappearance of R7-III cells during the chronic phase of infection. It could be attributed to slower replication, higher rate of death, or formation of different types of cells that have different abilities to survive.

R7-III has been shown to be more proliferative than R7-I (more cell cycle terms in GO analysis) (25). Also, we observed slightly higher percentages of R7-III than R7-I cells in the spleen at 3 weeks p.i. indicating that the initial slower replication rate of R7-III is not the reason for differences between R7-I and R7-III observed in the later chronic phase of infection. SLEC and MPEC percentages were not significantly different between two clones. In addition, the expression of the exhaustion marker PD-1 and the ability to produce IFNγ also did not differ between R7-III and R7-I at 3 weeks p.i.

Creating BM chimeras, we provided an artificial model where R7-specific CD8 T cells are routed from the BM *via* the thymus to the periphery also during infection. This phenomenon has been described in persistent viral infections where host cells, but not donor cells, can be resupplied through thymic output, and new, naive specific CD8 T cells are being generated and subsequently primed during persistent infection (52). Newly generated T cells preserve antiviral CD8 T cell populations during chronic infection (52). In the C67BL/6 mice model of *Toxoplasma* infection T cells are recruited from the periphery to the brain in the chronic stage (41).

In our BM chimeras model, even if cells get exhausted or/and stop dividing, new R7-specific cells are available to traffic to the brain. We concluded that constant replenishment from the periphery is necessary to keep the population of R7-III in the brain in the later stages of chronic infection. If the cells are available in the periphery they will traffic to the brain. Thus, since the R7-I clone exhibits longer survival in the periphery and in the brain, we can conclude that cells of stronger affinity perform better in chronic infections.

The proportion of the cells with T_RM_-like phenotype was different between R7-I and R7-III donor population in the brain. R7-III cells persistently exhibited a lower percentage of T_RM_-like cells, no matter if able to replenish from the periphery in BM chimeras or not. In addition, R7-III cells exhibiting the phenotype of resident-like memory T cells (CD69^+^CD103^+^) at 3 weeks p.i. were absent from the brain at 5 weeks p.i. This suggests that these were possibly not true (classical) T_RM_ cells that are long lasting and shown to persist for years after infection. However, “classical” T_RM_ were defined in acute infection models with rechallenge or persisting but latent virus infection (HSV) (20, 53–56). Beura et al. show that T_RM_ from chronic infections differ from these analyzed in the acute infections with not only distribution in different non-lymphoid tissues but also expression of CD69 and CD103 markers (57). It is thus conceivable that in chronic infection they may have a different characteristic. Constant antigen stimulation during persistent infection may have a negative influence on T_RM_ that are considered to be antigen independent. Persistent antigen stimulation has been shown to lower CD103 expression on T_RM_ but it did not block their formation (55). It is possible that these cells become exhausted when constantly stimulated and thus only newly formed CD103-positive cells contribute to the cells observed in the brain (23). The strength of the antigen stimulation can influence this process and lower affinity could lead to lower number of R7-III cells expressing CD103, eventually leading to the elimination of these cells. Indeed, it has been shown that T_RM_ in the brain exhibit about 20-fold higher affinity as compared to splenic memory cells (33). As in our model R7-I and R7-III CD8 T cell differ in their TCR receptor, we propose that observed differences to persist as T_RM_-like cells are mostly due to cognate peptide affinity. One caveat is, however, that this difference may not only be derived from the affinity of the interaction with the cognate ROP7 peptide, but different TCRs may already shape the fitness of the cells differently in the thymus (25, 58). Indeed, we previously showed that R7-I and R7-III cell respond differently to CD3/CD28 stimulation with R7-III is being more proliferative. Thus, the self-reactivity of T cells may also play a role in the later stages of an infection in shaping the memory CD8 T cell phenotype.

Effector T cells in chronic infection are constantly exposed to antigen leading to exhaustion (59, 60). In the *Toxoplasma* infection model of C57BL/6 mice, it has been shown that chronic infection leads to exhaustion of CD8 T cells in the brain (42, 61). However, C57BL/6 mice, unlike BALB/c mice are not resistant to *Toxoplasma* and die in the chronic phase of infection (42, 61). BALB/c mice, which we used in our model, are resistant to *Toxoplasma* and the chronic stage of infection is asymptomatic in this mouse strain. This implies that CD8 T cells in the BALB/c model are not exhausted. Indeed, recently published data by Chu et al. show that CD8 T cells specific for the immunodominant GRA6 epitope are not exhausted (14). The ROP7 epitope is subdominant, but has been shown to be well-represented in the chronic phase of infection (29). We observed high levels of PD-1 expression on brain R7-specific CD8 T cells. However, the majority of these cells was able to produce IFNγ and could not be perceived as exhausted. The expression of PD-1 in this case may indicate recent antigen encounter, which is not surprising in chronic infection. In contrast with what was shown for Gra6-specific cells (14), our results indicate that CD8 T cells specific for subdominant epitopes do go through a contraction phase during chronic infection. R7-I and R7-III contraction happens after a peak in T cell numbers on days 14–21.

We conclude that R7-III cells, due to their lower affinity for the ROP7 peptide form less T_RM_-like cells and do not persist in the later stages of chronic infection. Our data indicate that among cells specific for the subdominant antigen the cells of higher affinity are favored and their persistence is secured by formation of long-lasting T_RM_-like cells in the non-lymphoid tissues.

## Ethics Statement

All procedures involving mice were approved by the local ethical committee of the Francis Crick Institute Ltd., Mill Hill Laboratory and are part of a project license approved by the Home Office, UK, under the Animals (Scientific Procedures) Act 1986.

## Author Contributions

AS, NY, and E-MK conducted experiments. AS, NY, E-MK, HP, and BE analyzed the data. BE provided essential technology. AS and E-MF wrote the manuscript. E-MF directed the study.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: T Cell Receptor–Major Histocompatibility Complex Interaction Strength Defines Trafficking and CD103+ Memory Status of CD8 T Cells in the Brain
**Source:** Front Immunol. 2018 Jun 5;9:1290. doi: 10.3389/fimmu.2018.01290

## Supplementary Information

### Supplementary Figure Legends

#### **Supplementary Figure 1. pERK and Ca flux upon CD3/CD28 stimulation.**

A) Calcium flux assay. Lymphocytes from R7-I, R7-II or R7-III mice were preloaded with Indo-1 dye and coated with anti-CD3 $\epsilon$  antibody. The CD3 $\epsilon$  antibody was cross-linked with goat anti-hamster antibody at the time indicated by the break in the calcium trace. The graph shows the geometrical mean of ratio of Indo-1 violet/blue fluorescence, a measure of intracellular [Ca<sup>2+</sup>], as a function of time in CD8<sup>+</sup> T cells (representative of two independent experiments). B) pERK phosphorylation assay. Lymphocytes from R7-I, R7-II or R7-III mice were stained with  $\alpha$ -CD4 and  $\alpha$ -CD8 antibodies and stimulated by cross-linking of the CD3. Line graph shows the percentage of CD8 T cells that were positive for pERK at 1min intervals after cross-linking of CD3. Lines indicate the responses of CD8 T cells from R7-I (blue line), R7-II (red line) and R7-III (green line) mice. Error bars indicate SD between lymphocytes from 3 or 2 different mice.

#### **Supplementary Figure 2. Quantification of donor R7 CD8 T cell populations at different time points post-infection.**

A) Percentages of donor R7 CD8 T cells in brain, spleen, mLN and non-draining LN at 2 weeks p.i. (representative of at least 5 experiments). B) Donor R7-III CD8 T cells 5 weeks p.i. in mLN and non-draining LN are present in lower percentages (left) and absolute numbers (right) than R7-I CD8 T cells (representative of at least 5 experiments).

#### **Supplementary Figure 3. MA plot to illustrate global transcriptional changes of peptide-activated R7 CD8 T cells.**

MA plot for peptide-activated R7 CD8 T cell RNASeq samples compared to each other representing 12450 genes that had a minimum TPM value of 1 across all samples in the experiment. 

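An MA plot sets the log ratio of each gene between a pair of groups against its mean level. In the 9 activated libraries analysed here, 11330 genes had a maximum TPM above 1 and 9908 genes had a TPM of at least 1 in every library. The paper's filter ran over all samples in its experiment, which include unstimulated cells not analysed here.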

Genes that passed an FDR threshold  $\leq 0.01$  are highlighted in red.

### **Supplementary Materials and Methods**

For **calcium flux** measurements lymphocytes from lymph nodes of Rop7-I, II or III mice were isolated and loaded with Indo-1 dye (Life Technologies) at concentration of 2mg/ml in IMDM media containing 5% FCS for 40 minutes at 37°C. Subsequently cells were washed 2 times with IMDM media and stained with antiCD8-Pacific Orange (5H10, Invitrogen), antiCD4-FITC (GK1.5, Biolegend) and purified antiCD3 $\epsilon$  (145-2C11, eBioscience) antibodies for 20 min at room temperature. Lymphocytes were then stimulated by addition of cross-linking antibodies against CD3 (goat anti-hamster IgG (80 mg/ml)).

For **pERK phosphorylation assay** lymphocytes from lymph nodes of R7-I, II or III mice were isolated and stained with antiCD8-Pacific Orange (5H10, Invitrogen) and antiCD4-APC (GK1.5, Biolegend) antibodies. AntiCD3 $\epsilon$ -biotin (145-2C11, eBioscience) antibody was premixed with Streptavidin RPE (Life Technologies) for 5 min at room temperature. Lymphocytes were then stimulated by addition of CD3 cross-linking mix and incubated for 0, 1, 2, 4, 8, 12 min at 37°C. At the indicated time point cells were fixed with paraformaldehyde at the final concentration of 2%. Cells were permeabilized by addition of ice-cold 90% methanol and stored over night at -20°C. Next, cells were washed and stained with anti pERK-A488 and acquired using LSR II flow cytometer. Data were analysed using Flow Jo and Prism software.

Supplementary Figure 1

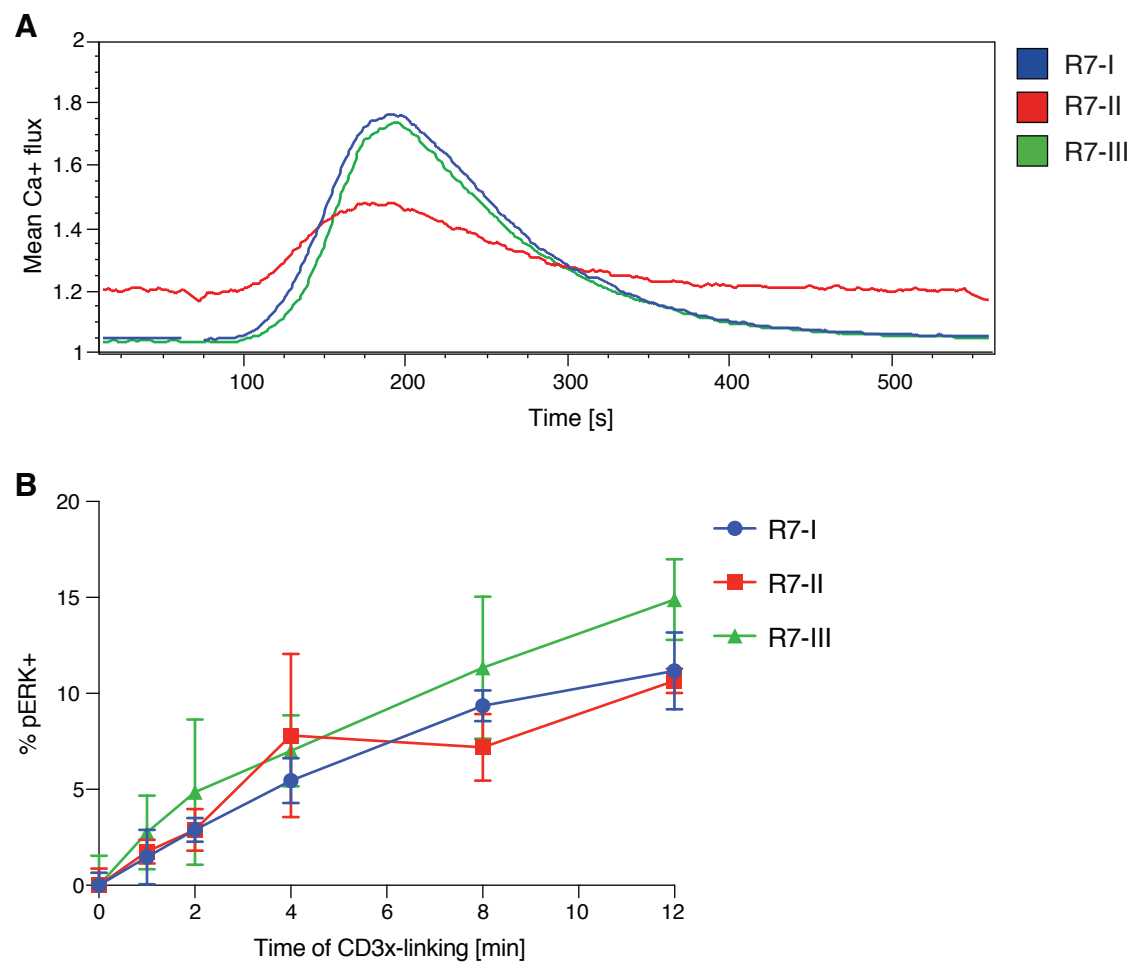

Supplementary Figure 2

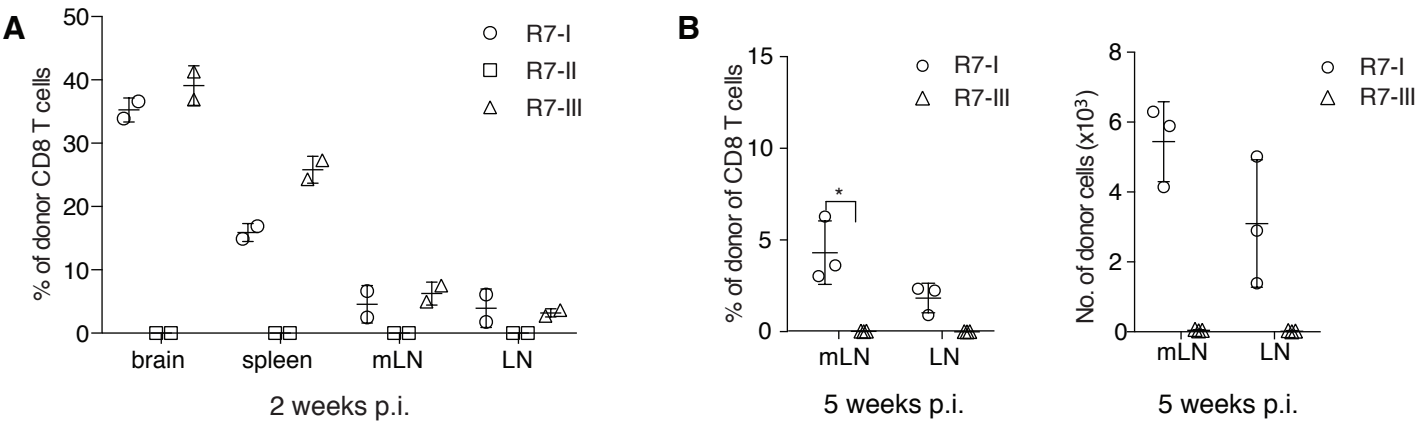

Supplementary Figure 3

R7-I vs R7-II

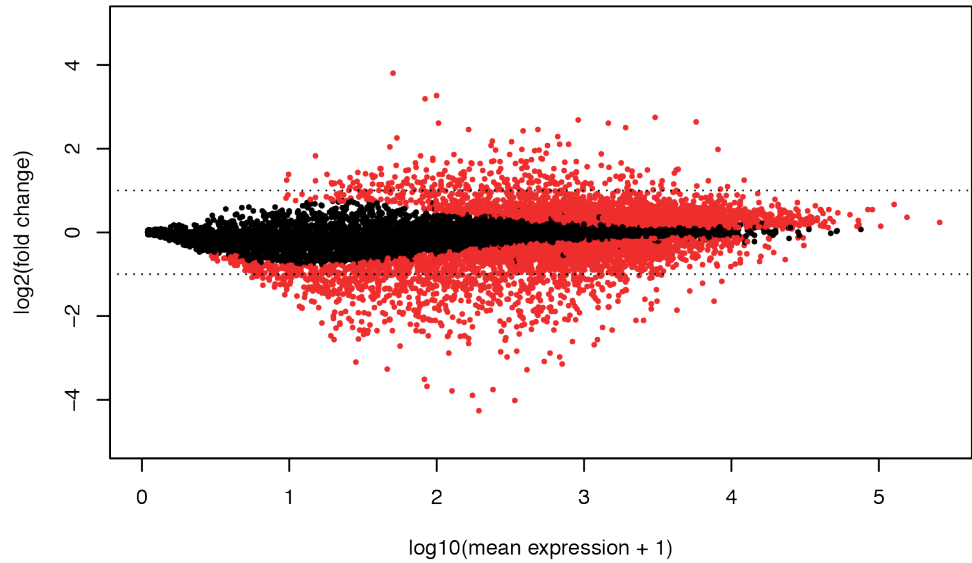

R7-III vs R7-II

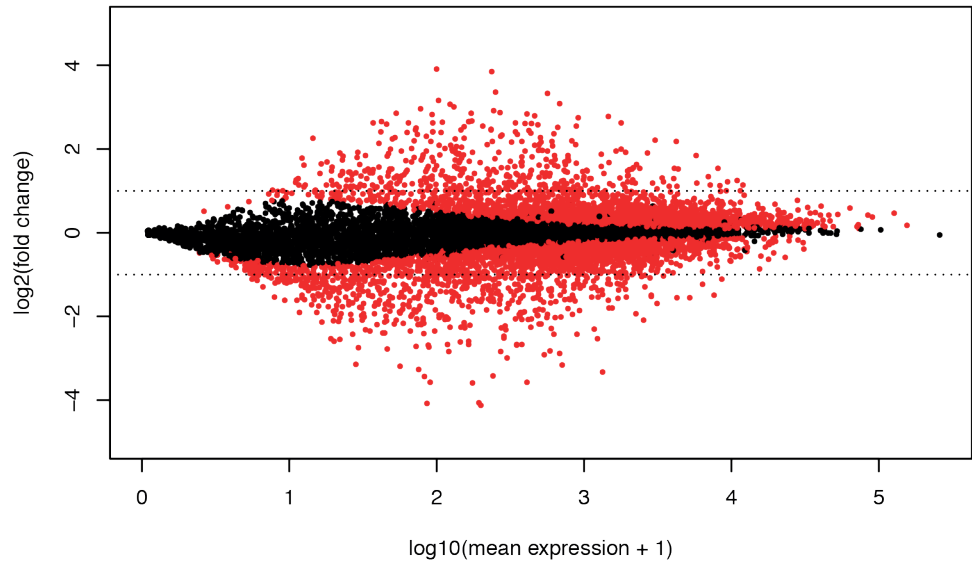

R7-I vs R7-III

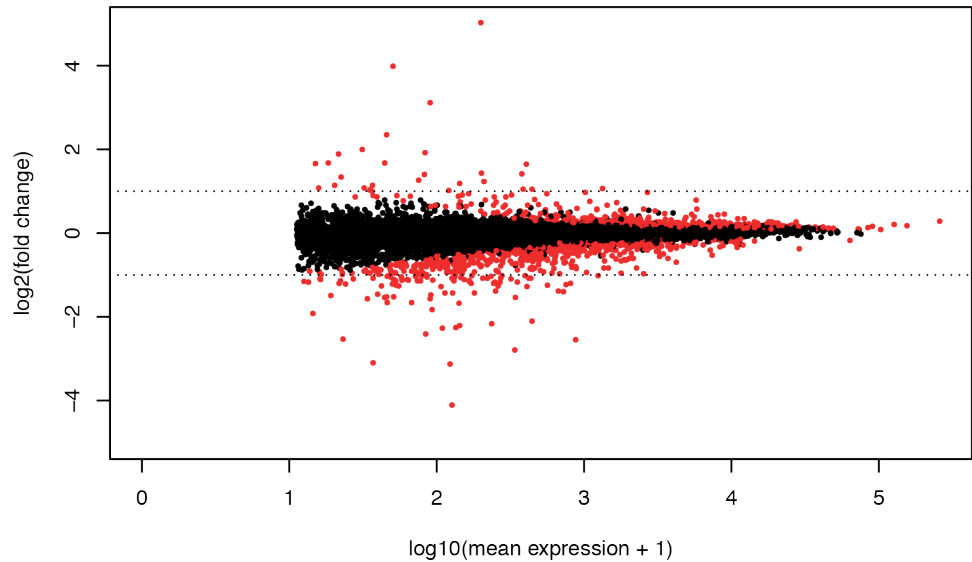

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

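RNA of ROP7 peptide-activated, sorted CD8 T cells of the clones R7-I, R7-II and R7-III was measured in 9 libraries, 3 per clone. The authors aligned the reads and estimated gene levels with RSEM on mm10 RefSeq genes and deposited TPM values per gene symbol. TPM keeps no depth, so the reads per library are not known from the deposited values, and no counting error is given. The aligner that RSEM called is not given in the sources used here. The authors tested with DESeq2 on counts; those counts were not used here. All value columns were matched to samples by name.

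From the TPM values, log2(TPM + 1) was computed for the 11330 genes with a maximum TPM above 1. Changes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend), all 9 libraries in 1 fit, with Benjamini-Hochberg adjustment and a threshold of 0.01. For the genes named by the paper, exact two-sided permutation tests were run with scipy 1.17.1 in Python 3.11.15. On simulated TPM values with 197 changed genes among 11011, the same fit recovered 94.4% of the changed genes between R7-II and R7-I, with 1 false call. All simulated changes were of 2-fold or more. In the data 6358 genes passed in that comparison, and only 821 of them differed by more than 2-fold. The simulation therefore does not give the recovery or the false calls for small and widespread changes.

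Gene sets were written as lists before the data were examined and tested with camera, with a preset correlation between genes of 0.01, and with fry and camera with an estimated correlation beside it, in 33 tests adjusted together. The lists were S phase, G2M phase, naive quiescence, T cell activation, Myc and ribosome biogenesis, anergy, B cell, MHC class II, myeloid, erythroid, CD4 T cell and NK cell genes; no gene of the NK cell list passed the filter. A list of T lineage genes was written later. Genome positions of genes are from the RefSeq annotation and those of the T cell receptor loci from the GENCODE annotation of GRCm38, the same build as mm10; 99.5% of the genes tested had a position by current or older symbol.

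The genes named were chosen by a rule written before the data were examined. It takes every gene the paper names for this experiment, except 1 that was later left out of the text and of the list of genes linked to Klf2 for a reason unrelated to its values, with Tnfrsf9 beside Tnfrsf19, the 5 largest changes in each direction among the genes set apart in R7-II and among those between R7-III and R7-I when the libraries did not overlap, Cd5, Nr4a1, genes of the sex chromosomes, and the 3 most abundant genes of each list. The folds printed in Table 1 had been seen when the rule was written. The alternatives were another pseudocount, filter, scaling, moderation or threshold, fits of only the clones compared, the replicate number as a block, and leaving out each library in turn. The unstimulated samples, the qRT-PCR and the flow cytometry were not analysed here.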

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

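The sets of B cell, MHC class II, myeloid and cell cycle genes were planned before the data were examined; the tests of the T lineage genes, of positions near the T cell receptor loci, of the scaling of the cell cycle sets and of the marker genes taken alone were chosen after the result was seen.

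Genes of B cells, MHC class II and myeloid cells, which the paper does not discuss, gave a signal in the sorted R7-II cells. The median log2 fold change of 7 MHC class II genes was 1.78 against R7-I and 2.20 against R7-III. Cd74 was at 77.9 TPM in R7-II, 17.4 TPM in R7-I and 10.6 TPM in R7-III, Cd79b at 18.8, 3.54 and 2.23 TPM, and Lyz2 at 32.9, 0.45 and 1.89 TPM. All 27 genes of the 3 lists that were tested were higher in R7-II in both comparisons, and 23 of them passed the adjusted p of 0.01 in both. With camera the B cell and MHC class II lists passed against R7-III (adjusted p = 0.00457 and 0.00485) and not against R7-I (0.0283 and 0.0227), and the myeloid list passed in neither (0.0628 and 0.0268); with fry all 3 passed in both, and with an estimated correlation none did. After median-of-ratios scaling all 3 passed with camera in both, with a largest adjusted p of 0.00922 for the myeloid list against R7-I. The median log2 fold change against R7-I was 1.33 for the B cell list and 1.05 for the myeloid list. Between R7-III and R7-I the B cell and MHC class II lists also passed with camera, lower in R7-III (adjusted p = 0.00299 and 0.00572). There they did not pass with fry (adjusted p = 0.239 and 0.222), nor with camera after median-of-ratios scaling (adjusted p = 0.0288 and 0.0363). In R7-II the CD4 T cell list, with 2 genes tested, had a median log2 fold change of 0.09 against R7-I and -0.22 against R7-III. Median-of-ratios scaling turned the former into -0.0053. Its 2 genes moved in opposite directions. Foxp3 was at 0.90 TPM in R7-II, 0.42 TPM in R7-I and 0.26 TPM in R7-III, and Cd40lg at 2.18, 2.65 and 5.41 TPM. The list thus cannot decide on CD4 T cells. The erythroid list, of paralogs that share reads, was not raised in R7-II (-0.87 against R7-I and -0.17 against R7-III). With each library left out in turn its median lay between -1.28 and -0.57 against R7-I and between -0.80 and 0.050 against R7-III. A candidate explanation is that a few other cells were left after the sort. The paper's methods give a purity of the sorted cells that is high but not complete, which leaves room for this. No test of expression by the T cells themselves was run, so that stays open. Of the 450 genes higher in R7-II, 17 were among the 33 genes tested of the 6 lists of other cell types. The lists are too short for that number to decide how much of the 450 genes has this origin. Of 18 T lineage genes, which cells other than T cells would not bring, 14 passed and were higher in R7-II in both comparisons, and 11 after median-of-ratios scaling, under which 1 passed and was lower in both. This argues against cells other than T cells as the only source of the higher genes. Of the T lineage genes 1 (Tcf7) was more than 2-fold higher in both, so the share of the 450 genes that such cells bring stays open.

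Of the genes changed by more than 2-fold between R7-III and R7-I, 9 lay within 5 Mb of the T cell receptor alpha locus (chromosome 14, 52427928 to 54224206) or beta locus (chromosome 6, 40891229 to 41548352), which the paper does not discuss. These were 6.92% of the 130 genes tested there, against 0.915% of the 11147 elsewhere (Fisher's exact test, two-sided p = 5.11e-06). Neighbouring genes are not independent, and a permutation that moved the calls along the genome gave as many near the loci with p = 0.0163. Between R7-II and R7-I the share was 7.69% near and 7.24% elsewhere. Ccnb1ip1 was at 23.6 TPM in R7-I, 14.1 TPM in R7-II and 0.08 TPM in R7-III. Ppp1r3e was at 2.14, 1.79 and 12.8 TPM, and Ephb6, beside the beta locus, at 3.10, 17.0 and 14.8 TPM; Ppp1r3e and Ephb6 were chosen after their values were seen. Of the 9 genes, 8 lay within 5 Mb of the alpha locus, for which the same permutation gave p = 0.0168. Near the beta locus it was 1 of 27 genes tested (3.70%, against 0.978% elsewhere, p = 0.197 from the permutation). The excess thus rests on the genes near the alpha locus. The cell cycle lists moved in R7-II against R7-I in the opposite direction to R7-III against R7-I. Of the 9 genes, 4 passed with limma between R7-II and R7-I in the direction of R7-III against R7-I and 0 in the opposite one. The counts were 4 and 1 at an unadjusted p under 0.05, and 4 and 0 at the adjusted threshold after median-of-ratios scaling. Both comparisons share the R7-I libraries, which tilts small changes to the same direction, so the tally alone does not decide. The log2 fold changes of the 4 genes between R7-II and R7-I were 2.14 (Ephb6), 1.03 (Sall2), 0.48 (Tmem260) and -0.70 (Ccnb1ip1). Their adjusted p from limma was at most 5.01e-04. These sizes argue against cell cycle differences between the clones as the whole origin. For the other 5 genes such differences stay open. Each line carries the rearranged receptor genes of its founder cell, so DNA inherited with them may differ between the lines; no sequence variant was tested. Reads shared between similar genes stay open for Rpph1.

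Cell cycle genes differed between all clones. The median log2 fold change of 42 S phase genes in R7-II was -0.56 against R7-I and -1.01 against R7-III, and it was 0.46 in R7-III against R7-I. For 51 G2M genes the medians were -0.36, -0.94 and 0.45. All 6 tests passed with camera and fry, and none with an estimated correlation. Median-of-ratios scaling left every direction and call, with a largest adjusted p of 2.53e-05, which argues against the scaling of TPM as the origin. The paper reports that R7-II proliferated poorly with peptide in vitro, and cites earlier work in which R7-III was more proliferative than R7-I. The order of the clones here goes the same way. In infected mice, however, the R7-II cells it recovered had divided much like the other clones. Division was not measured in the cells sequenced. A difference in their proliferation thus stays open as a hypothesis. So does a difference in the share of cells that had begun to divide when they were sorted.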

How the results depend on the processing

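The tests of genes near the T cell receptor loci were chosen after the result was seen. The counts of genes passing between R7-II and R7-I (5429 to 7747) and between R7-II and R7-III (5113 to 7571) stayed within 1.5 times of 6358 and 6077 under every alternative run. Between R7-III and R7-I the count of 953 became 2142 at an adjusted p of 0.05 and lay between 436 and 1120 with each library left out in turn; it was 436 without R7-I replicate 1, 577 without R7-I replicate 2, 496, 497 and 530 without R7-III replicates 1, 2 and 3. It was 636 without R7-I replicate 3. With only the 6 libraries of these clones in the fit it was 1138, and without R7-II replicates 1, 2 and 3 it was 1076, 1120 and 923. Leaving out any library of R7-I or R7-III thus lowered the count, and leaving out a library of R7-II changed it less. A threshold of 0.05 counts more genes by construction. Otherwise the cause was not tested.

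The 450 genes higher and 74 lower in R7-II became 701 and 155 with a pseudocount of 0.1, 192 and 33 with a pseudocount of 5, 295 and 163 with quantile normalization, and 753 and 135 by the ratio of mean TPM without a pseudocount; 114 genes were lower when 2-fold was asked of R7-II against R7-III only. A smaller pseudocount enlarges the folds of low genes by construction; otherwise the cause was not tested. With each library left out in turn the counts were 419 to 527 and 55 to 98. Of the 450 genes, 342 remained among the 345 found with median-of-ratios scaling, and all 74 lower genes among 107. All 20 genes of Table 1 kept their direction between R7-II and R7-III under the alternatives run, and all but 3 a log2 fold change over 1 in size; with a pseudocount of 5 it was -0.47 for Stc2, 0.90 for Atp6v0e2 and 0.99 for Nsg2.

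For Klf2, its targets and Ctla4, 296 of 300 values against R7-I and R7-III in R7-II kept their direction and side of the threshold. The exceptions were Il7r against R7-I, with a log2 fold change of 0.85 under quantile normalization and between 0.90 and 1.53 with each library left out, and Il6ra against R7-III, 0.39 under quantile normalization. Between R7-III and R7-I, where none passed, Klf2 changed sign under median-of-ratios scaling (-0.014) and quantile normalization (-0.084) and ranged from -0.023 to 0.058 with libraries left out, and Cxcr3 under quantile normalization (-0.0041); Itga4 ranged from -0.44 to -0.34 and passed without R7-II replicate 2. The cause was not tested.

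Signs also changed near 0 for Atp6v0e2 (-0.033), Tbkbp1 (-0.065), Lipg (-0.013 under median-of-ratios scaling, -0.072) and A730098P11Rik (-0.022 under median-of-ratios scaling, -0.079) between R7-III and R7-I, for Rpph1 (-0.11) and Rprl3 (-0.071) between R7-II and R7-I, and for Hopx (-0.0012) between R7-II and R7-III, all under quantile normalization where not said otherwise. With each library left out in turn Atp6v0e2 ranged from -0.011 to 0.036, Tbkbp1 from -0.0060 to 0.10, Lipg from -0.0069 to 0.057 and Rpph1 from -0.014 to 0.36. The cause was not tested.

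Of 33 gene set tests, 17 passed with camera, 20 with fry and 0 with an estimated correlation. The direction of the CD4 T cell list, with 2 genes tested, changed without a filter (0.44 and 0.33), under median-of-ratios scaling (-0.0053) and with fry (0.090 and -0.22), and that of naive quiescence between R7-III and R7-I with fry (0.047); the cause was not tested. The 9 genes near the T cell receptor loci became 10 within 10 Mb and 30 when changes of any size past the threshold were counted, which counts more genes by construction; both alternatives were chosen after seeing the data.

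Replicate numbers did not pair the samples, since same-numbered libraries of different clones deviated with correlations between -0.045 and 0.089. With the replicate number as a block, 6015, 5786 and 733 genes passed in the 3 comparisons and 453 and 75 genes were set apart in R7-II. The depth of each library is unknown from TPM, which limits what can be said of genes near 0.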

Differences from the paper's values

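The fold of Slc6a19 between R7-II and R7-III is 12.84 in the paper and 159 as the ratio of mean TPM, which became 265 without R7-III replicate 1 and lay between 125 and 265 with each library left out in turn; on the log2(TPM + 1) scale, 10.1, it does not differ from the paper, and under the other alternatives it does. The fold of Cd7 is 11.38 in the paper and 22.6 here; on the log2(TPM + 1) scale (11.7) and without R7-III replicate 1 (19.3) it does not differ by more than the spread, and under the other alternatives it does. The fold of S1pr1 is 9.77 in the paper and 26.7 here, and that of Atp6v0e2 is 8.60 in the paper and 67.5 here. Both differ under all alternatives. The paper's analysis used DESeq2 on counts, so its folds and a ratio of mean TPM are unlike measures. The part this plays in the differences was not tested. On the log2(TPM + 1) scale the fold of S1pr1 was 15.7, and that of Atp6v0e2 was 5.13, which is below the paper's value and not above it. Atp6v0e2 was at 0.04, 0.05 and 0.11 TPM in the R7-III libraries, close to the smallest step of the table, and its ratio of mean TPM lay between 56.25 and 100 with each library left out in turn. The other 16 of 20 folds, taken as the ratio of mean TPM over all libraries, did not differ by this measure, but under 1 or more of the alternatives those of Tnfrsf19, Mturn, Nsg2, Tbx21, Dapl1 and Stc2 did.

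All 20 genes of Table 1 were set apart here in the same direction, but the order differed. By log2 fold change between R7-II and R7-III, 7 of the 10 upregulated and 4 of the 10 downregulated genes of Table 1 were among the first 10; Lyz2 ranked 4 among the genes higher and Gbp2b 1 among the genes lower, and neither is in the table.

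Table 1 names Tnfrsf19 also CD137. In the RefSeq annotation that name belongs to Tnfrsf9. Tnfrsf19 was at 13.4 TPM in R7-II and 0.487 TPM in R7-III, whereas Tnfrsf9 was at 345 TPM in R7-II, 378 TPM in R7-III and 507 TPM in R7-I and was not higher in R7-II.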

Other observations

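The tests on R7-II replicate 2 were chosen after the result was seen.

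More genes passed against R7-II than between R7-I and R7-III. Mice of another sex are excluded as the origin, since 9 of 9 libraries had Xist above 100 TPM (123.55 to 186.84 TPM) with Ddx3y, Kdm5d and Eif2s3y listed at 0. A few abundant genes shifting all others are excluded as the whole origin, since 6179 genes passed between R7-II and R7-I after median-of-ratios scaling. Of the 10 ways to part 6 libraries into 3 and 3, 1, the real one, gave as many genes in each of the 3 comparisons (5631, 5475 and 1138 genes for R7-II against R7-I, R7-II against R7-III and R7-III against R7-I, with only the clones compared in the fit, against at most 0, 0 and 1 in the other ways), but 10 splits are too few to exclude chance by their number alone. Of 840 possible ways to group the 9 libraries, 100 were drawn. For the genes higher, and for those lower, in R7-II than in both others, 2 of these 100, the real one included, gave as many. The other way kept the R7-II libraries together and mixed R7-I with R7-III. Ways that did not keep the R7-II libraries together gave at most 6 genes higher and 7 lower, which argues against chance as the origin. Both R7-II comparisons share the R7-II libraries. In simulated unchanged groups their log2 fold changes had a correlation across genes of 0.501, against 0.886 observed, and 0 genes passed in both, against 5070.

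Weaker activation of R7-II may underlie part of the genes set apart. The naive quiescence list was higher in R7-II (median log2 fold change 0.90 and 0.80 against R7-I and R7-III), and the T cell activation list (-0.38 and -0.31) and the Myc list (-0.20 and -0.22) were lower, with a largest adjusted p of 2.41e-05 from camera in these 6 tests. They also passed with fry, and not with an estimated correlation. Of the 31 T cell activation genes, 17 passed with limma and were lower in R7-II than in R7-I, and 4 were higher. Against R7-III the numbers were 19 and 3. Nr4a1 was among the genes higher in R7-II in both, so the shift did not hold for every activation gene. Ccl3 was at 409 TPM in R7-II, 1435 TPM in R7-I and 1093 TPM in R7-III. Affinity, which differs between the clones by design, and the culture of each line cannot be separated here. The anergy list was not higher than other genes with camera (smaller adjusted p = 0.252), although it passed with fry (1.83e-04 and 0.00188), with Egr2, Egr3, Lag3 and Nr4a1 also in the T cell activation list, so an anergy program as a companion of the higher Ctla4 cannot be told apart from the general shift.

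Of the 450 genes higher in R7-II, 360 (80.0%) were lowest in R7-II replicate 2, where 33.3% is the share of an even spread over 3 libraries; genes are not independent. Of the 74 genes lower in R7-II, 52.7% were highest in that library. This may reflect a smaller share of weakly activated cells in that library. B cells and myeloid cells as the only source are excluded for this pattern; cell types without a list tested here stay open. Above the mean of the other clones, replicate 2 held a median of 0.699 of the level in replicates 1 and 3 for naive quiescence genes and Klf2 (quartiles 0.669 and 0.769), but 0.495 for B cell and MHC class II genes (quartiles 0.352 and 0.553) and 0.315 for myeloid genes (quartiles 0.262 and 0.441). For Ctla4 it was 0.932. No sample label names a batch.

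The adjusted p of Cd5 between R7-III and R7-I was 0.0287 with limma, and it passed without R7-II replicate 2 or 3 (0.00194 and 0.00338, the range over the alternatives starting at 2.80e-04). Nr4a1 did not pass between R7-II and R7-I after median-of-ratios scaling (adjusted p = 0.0334 with limma). Cd5 was at 684 ± 9.97 TPM in R7-III, 545 ± 16.8 TPM in R7-I and 360 ± 59.9 TPM in R7-II, and Nr4a1 at 315 ± 31.2 TPM in R7-II, 245 ± 22.8 TPM in R7-I and 225 ± 4.99 TPM in R7-III (mean ± SD, n = 3). A730098P11Rik was at 5.41 TPM in R7-II replicate 3, at 0.24 and 0.30 TPM in the other R7-II libraries, and between 10.74 and 11.17 TPM in the other 6. The R7-II libraries thus differed among themselves in single genes by more than the libraries of the other clones did, for Gbp2b as well.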
